# Targeting Zfp148 activates p53 and reduces tumor initiation in the gut

**DOI:** 10.18632/oncotarget.10899

**Published:** 2016-07-28

**Authors:** Anna Nilton, Volkan I. Sayin, Zhiyuan V. Zou, Sama I. Sayin, Cecilia Bondjers, Nadia Gul, Pia Agren, Per Fogelstrand, Ola Nilsson, Martin O. Bergo, Per Lindahl

**Keywords:** intestinal tumors, tumor suppressor p53, apoptosis

## Abstract

The transcription factor Zinc finger protein 148 (*Zfp148, ZBP-89, BFCOL, BERF1, ht*β) interacts physically with the tumor suppressor p53, but the significance of this interaction is not known. We recently showed that knockout of *Zfp148* in mice leads to ectopic activation of p53 in some tissues and cultured fibroblasts, suggesting that Zfp148 represses p53 activity. Here we hypothesize that targeting Zfp148 would unleash p53 activity and protect against cancer development, and test this idea in the *APC^Min/+^* mouse model of intestinal adenomas. Loss of one copy of *Zfp148* markedly reduced tumor numbers and tumor-associated intestinal bleedings, and improved survival. Furthermore, after activation of β-catenin-the initiating event in colorectal cancer-*Zfp148* deficiency activated p53 and induced apoptosis in intestinal explants of *APC^Min/+^* mice. The anti-tumor effect of targeting Zfp148 depended on p53, as *Zfp148* deficiency did not affect tumor numbers in *APC^Min/+^* mice lacking one or both copies of *Trp53*. The results suggest that Zfp148 controls the fate of newly transformed intestinal tumor cells by repressing p53 and that targeting Zfp148 might be useful in the treatment of colorectal cancer.

## INTRODUCTION

The transcription factor Zinc finger protein 148 (*Zfp148, ZBP-89, BFCOL, BERF1, ht*β) interacts physically with the tumor suppressor p53, but the significance of this interaction is not known [1]. We have recently shown that *Zfp148* deficiency leads to ectopic activation of p53 in mice and cultured fibroblasts, suggesting that Zfp148 represses p53 activity [2]. Knockout of *Zfp148* leads to respiratory distress and partial neonatal lethality in mice that are caused by proliferative arrest of pulmonary cells, and to premature senescence in cultured mouse embryonic fibroblasts. The phenotypes are rescued by deletion of one or two copies of *Trp53* (the gene encoding mouse p53). Moreover, loss of one copy of *Zfp148* reduces proliferation of tissue macrophages and atherosclerosis in *Apoe^−/−^* mice by increasing p53 activity [3]. Otherwise mice lacking one copy of *Zfp148* are fertile and healthy [2, 4].

Several studies show that Zfp148 is required for the integrity of intestinal epithelium suggesting a possible link to colorectal cancer (CRC) [5-8]. Moreover, Zfp148 expression is increased in human CRC compared to normal mucosa [9]. CRC is one of the most common cancer forms and a leading cause of cancer death in the Western world [10]. 80 percent of CRCs are caused by inherited or somatic mutations in the adenomatous polyposis coli (*APC*) gene [11]. *APC* mutations give rise to adenomatous polyps that progress to carcinomas, a process driven by additional mutations including *p53*-mutations [12]. The *APC^Min/+^* mouse harbours a mis-sense mutation in the *APC* locus which leads to the production of a truncated APC protein [13]. The mutated APC protein lacks the β-catenin binding domain, which leads to an accumulation of β-catenin in the nucleus and activation of β-catenin target genes [14]. *APC^Min/+^* mice develop numerous adenomatous polyps, predominantly in the small intestine, which leads to intestinal bleedings, anemia and death at about 30 weeks of age [13]. The model is therefore appropriate for studies of early-stage CRC.

Our finding that *Zfp148* deficiency activates p53 raises the possibility that Zfp148 promotes cancer by repressing p53 activity. In line with this, high expression of Zfp148 in oesophageal squamous cell cancer and clear cell renal cell carcinoma correlates with cancer progression and poor prognosis [15, 16]. However, the role of Zfp148 and its impact on p53 activity in cancer remains largely unknown. Here we address the role of Zfp148 in the *APC^Min/+^* model of CRC, and hypothesize that reduced expression of Zfp148 confers protection against intestinal adenomas by unleashing p53 activity. For this, we crossed *Apc^Min/+^* mice with mice lacking Zfp148 (*Zfp148^gt/gt^* and *Zfp148^gt/+^*) and studied the development of intestinal adenomas.

## RESULTS

We established *Zfp148^gt/+^* and *Zfp148^gt/gt^* mice on the *APC^Min/+^* genetic background (from here on designated *Zfp148^gt/+^* and *Zfp148^gt/gt^* mice, respectively) to investigate if Zfp148 is involved in intestinal adenoma formation. Intestines from 12 week old mice were sectioned and stained with haematoxylin and eosin for evaluation of tumor development. Deletion of one or two copies of *Zfp148* markedly reduced tumor numbers compared to *APC^Min/+^* controls, without significantly altering the anatomical distribution of tumors (Figure 1A, 1B). Moreover, the tumors in *Zfp148^gt/gt^* mice were of lower histopathogical grade compared to *APC^Min/+^* controls (Figure 1C). Thus, Zfp148 is required for the formation of intestinal adenomas.

*APC^Min/+^* mice primarily die from secondary phenotypes including severe, chronic anaemia [17]. Since levels of haemoglobin and hematocrit were higher in *Zfp148^gt/+^* and *Zfp148^gt/gt^* mice compared to controls, and the frequency of intestinal bleedings was lower (Supplementary Figure 1A-1C), we argued that deletion of *Zfp148* may extend the survival of these mice. Indeed, loss of a single copy of *Zfp148* extended the median survival time of *Apc^Min/+^* mice with 69%, from 39 to 66 weeks (Figure 1D). Because the majority of *Zfp148^gt/gt^* mice die before 6 months of age, most from respiratory distress and some for unknown reasons [2], we did not set up *Zfp148^gt/gt^* mice in the survival study or in mechanistic studies since the results could be skewed by confounding phenotypes.

**Figure 1:**
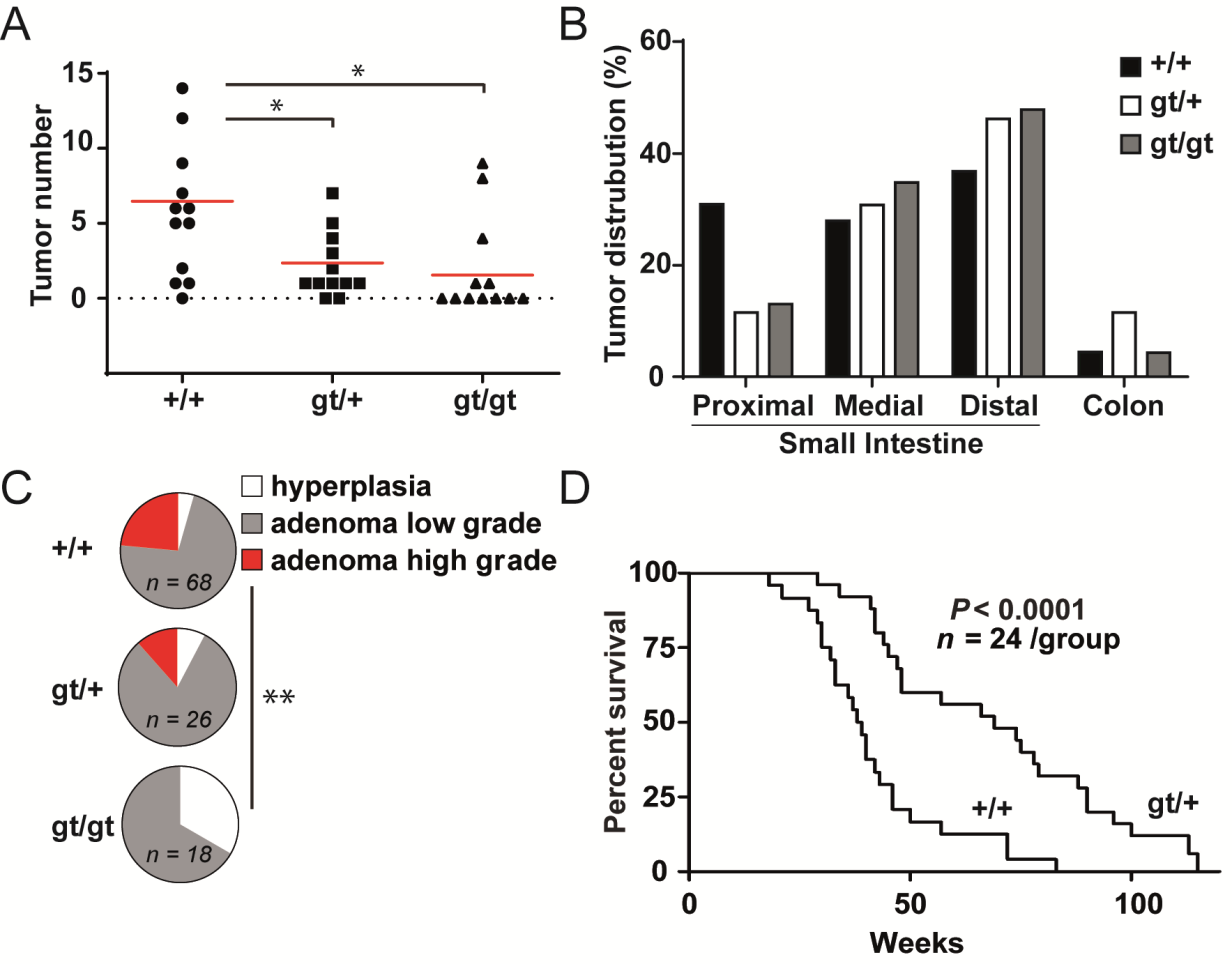
*Zfp148* deficiency reduces tumor growth in mice with *Apc*-induced intestinal adenomas **A.** Tumor count in intestines from *Apc, ApcZfp148*, and *ApcZfp148* mice at 12 weeks of age (*n* = 12). **B.** Percentage of tumors located in proximal, medial and distal third of small intestines and colon of *Apc, ApcZfp148*, *ApcZfp148* mice at 12 weeks of age. **C.** Tumor stage (hyperplasia, low grade adenoma, high grade adenoma) in intestines from *Apc, ApcZfp148*, *ApcZfp148* mice at 12 weeks of age (*n* = 23-68 tumors in intestines from 12 mice per group). **D.** Kaplan-Meier plot showing overall survival of *Apc* and *ApcZfp148* mice (*n* = 24 per group). Data are represented as mean ± SEM. *P < 0.05, **P < 0.01.

The extended survival and lower tumor burden of *Zfp148*-deficient mice raise the possibility that *Zfp148* deficiency reduces tumor growth rate. However, as demonstrated by bromodeoxyuridine (BrdU) incorporation, expression of proliferating nuclear cell antigen (PCNA), and terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL), there was no difference in cell proliferation or apoptosis of tumor cells or normal crypt epithelial cells between 12 weeks old *Zfp148^gt/+^* mice and controls, respectively (Figure 2A-2D and Supplementary Figure 2A, 2B). In accord with this, there was no difference in levels of total or phosphorylated p53 (Figure 2E). Thus, the lower tumor burden of *Zfp148*-deficient mice is not caused by reduced growth rate. However, the p53-activity was increased in tumors from old *Zfp148^gt/+^* mice (24-26 weeks old) compared to age-matched controls, raising the possibility that *Zfp148* deficiency reduces progression of advanced tumors (Figure 2F).

**Figure 2:**
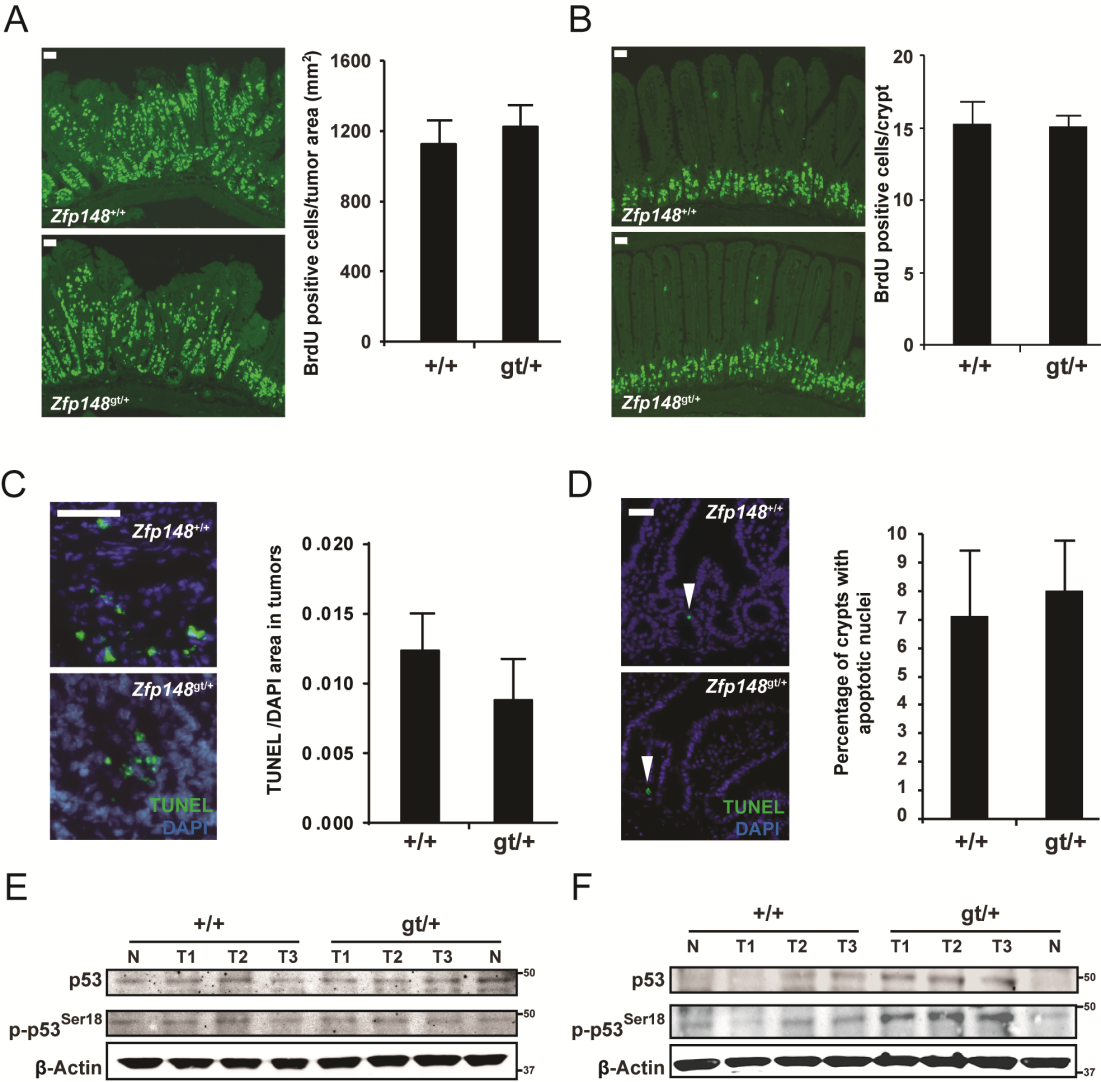
Tumor growth rate is not affected in *ApcZfp148* mice **A.**-**B.** Left: Representative immunofluorescence micrographs showing BrdU-positive cells in tumor tissue **A.** and normal intestinal epithelium **B.** in *Apc*and *ApcZfp148* mice. BrdU was injected into the peritoneal cavity 2 hours before the mice were sacrificed. Right: Quantification of BrdU-positive cells in tumor tissue (A; BrdU-positive cells per tumor area; *n* = 11-18 tumors in intestines from 5-8 mice per group) and normal intestinal epithelium (B; average number of BrdU-positive cells per crypt; *n* = 60 crypts per mouse in 5-7 mice per group). **C.**-**D.** Left: Immunofluorescence micrograph showing TUNEL-positive cells (green) in tumor tissue **C.** and normal intestinal epithelium **D.** in *Apc*and *ApcZfp148* mice. Nuclei are stained blue with DAPI (4′,6-diamidino-2-phenylindole). Right: Quantification of TUNEL-positive cells in tumor tissue (C; TUNEL-positive area per DAPI-positive area; *n* = 8-9 tumors per group) and normal intestinal epithelium (D; percentage of crypts with TUNEL-positive cells; *n* = 6-7 mice per group). **E.**-**F.** Western blots of phosphorylated and total p53 in tumors dissected from 12 weeks old **E.** and 24 - 26 weeks old **F.** *ApcZfp148* and *Apc*mice (*n* = 3). β-Actin was used as loading control. Data are represented as mean ± SEM. *P < 0.05, **P < 0.01. Scale bars, 50μm.

An alternative possibility is that *Zfp148* deficiency affects expression of key genes in the crypt epithelium where new tumors are initiated. Tumor initiation is driven by β-catenin and suppressed by p53 [14, 18]. To address this, we used laser capture microscopy and gene expression arrays to extract transcriptional profiles from normal crypts (Figure 3A). However, we could not detect any concordant effects of *Zfp148* deficiency on β-catenin or p53 signaling in normal crypts, as judged by expression analysis of individual β-catenin or p53 target genes or gene set enrichment analysis (GSEA) of known signaling pathways (Figure 3B, 3C and Supplementary Table 1). Moreover, immunohistological analysis did not reveal any difference in the amount or subcellular localization of β-catenin between *Zfp148^gt/+^*intestines and controls (Figure 3D). Thus, *Zfp148*-decifiency does not affect the activation of β-catenin or p53 in normal crypts.

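*Zfp148* mRNA was lower in the crypts of every *Zfp148 gt/+Apc Min/+* mouse than in those of every *Apc Min/+* control. Its log2 signal was 5.45 ± 0.37 (SD, n = 6 mice) in *Zfp148 gt/+Apc Min/+* mice and 6.34 ± 0.31 (SD, n = 6) in controls, which is 0.542 of the control level (95% confidence interval 0.412 to 0.714). In *Zfp148 gt/+Apc Min/+* mice 783, 891, 892, 893, 897 and 911 the log2 signal of *Zfp148* was 5.03, 5.55, 5.01, 5.69, 5.95 and 5.50, and in control mice 782, 885, 888, 889, 895 and 899 it was 6.88, 6.06, 6.28, 6.11, 6.52 and 6.19. An exact permutation test of these values (two-sided, n = 6 and 6) gave p = 0.0022, the smallest p that 6 mice against 6 allow, while limma's adjusted p over all transcript clusters was 0.676 and did not pass the threshold of 0.05. *Zfp148* encodes a zinc finger transcription factor, and the gt allele is a gene trap; where the probes of the *Zfp148* cluster lie relative to the trap is not given in the sources used here. The *Apc Min/+* mice carry a truncating *Apc* mutation that leads to intestinal adenomas. Each of the 12 mice was profiled at 12 weeks of age on 1 Affymetrix Gene 2.0 ST array, from crypt-enriched tissue of the proximal small intestine. The paper gives the thickness of the cryosections as 10 μm and the sample labels as 10 mm. The authors normalized the arrays by RMA, which corrects background, makes the distributions of the arrays alike and summarises the probes of each transcript cluster. The deposited values run from 0.85 to 13.24 and were read as log2, since the log base is written neither in the paper nor in the deposited table. Of 33793 transcript clusters, 23521 carry 1 gene symbol, 1814 carry several and 8458 are unnamed here, and genes were named only from clusters with 1 symbol. An array has no read depth, and the number of mice limits the precision. The median signal of an array lay between 2.64 and 2.78, and its median correlation with the other arrays between 0.967 and 0.978. The 3 arrays with the lowest correlations, 0.967 to 0.969, were those of *Zfp148 gt/+Apc Min/+* mice 891, 892 and 893. Over the clusters other than odorant and vomeronasal receptor genes, the interquartile range of the signal was 2.85 ± 0.0871 (SD, n = 6) in *Zfp148 gt/+Apc Min/+* mice and 3.00 ± 0.0721 (SD, n = 6) in controls (exact permutation test, two-sided p = 0.0130). As a covariate the interquartile range was taken over all clusters, except where the receptor genes themselves were tested. All 12 arrays entered the comparison, which was *Zfp148 gt/+Apc Min/+* minus *Apc Min/+* with no covariate, except where an array is said to be left out or a covariate is named. In limma a covariate stood beside genotype in the fit. For list scores it was first regressed out of the signal without genotype, which also takes out genotype difference that runs with it.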

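No shift of p53 or β-catenin target genes as a group was detected between *Zfp148 gt/+Apc Min/+* and *Apc Min/+* crypts. Of 35 measured p53 target genes, 14 had a higher and 21 a lower mean in *Zfp148 gt/+Apc Min/+* mice (n = 6 mice per genotype), and the median log2 fold change was -0.04. Of 32 measured β-catenin target genes, 17 were higher and 15 lower, with a median log2 fold change of 0.0048 and a mean of -0.03. No member of either list passed at a limma adjusted p under 0.05, over all clusters or adjusted over the list alone; at an unadjusted p under 0.05 there were 1 higher and 1 lower p53 target and 0 higher and 1 lower β-catenin target. *Polk*, a translesion DNA polymerase, had a log2 fold change of -0.58 (95% confidence interval -0.93 to -0.22) and *Tnfrsf23*, a decoy receptor of the TNF family, one of 0.29 (0.01 to 0.56), the p53 targets of smallest p among the 35. *Tnfrsf23* is dim, with a control mean of 1.87 against a median of 2.71 over all clusters. Most dim clusters with an unadjusted p under 0.05 were higher. The p53 targets *Bax* and *Gadd45a* are not among the 35. The cluster shared by *Gadd45a* and *E230016M11Rik* was at -0.75 (-1.19 to -0.31), with a smaller unadjusted limma p, 0.00275, than *Polk*. *Mdm2*, the ubiquitin ligase that degrades p53, was at -0.29 (-0.91 to 0.34), and *Ppm1d*, the phosphatase Wip1, at -0.22 (-0.56 to 0.11). *Rnf43*, a ubiquitin ligase that removes Wnt receptors, had a log2 fold change of -0.75 (-1.18 to -0.33; limma adjusted p = 0.705 over all clusters), and *Lgr6*, an R-spondin receptor, one of 0.31 (-0.02 to 0.63). The feedback inhibitor *Axin2* was at 0.01 (-0.29 to 0.30) and the stem cell receptor *Lgr5* at -0.17 (-0.59 to 0.25), while a dimmer cluster of each gene lay at -0.25 and 0.16. For *Lgr5* the other cluster was nearly as bright, at a mean of 6.45 over all mice. The first was at 6.44 in *Zfp148 gt/+Apc Min/+* mice and 6.61 in controls, so neither sign is preferred for *Lgr5*. *Axin2* turned to -0.04 when each array was centred on its median, and *Lgr5* to 0.05 with stromal genes as a covariate. Of 55 members of p53 signaling, 15 were higher and 40 lower, and 0 passed over all clusters or over the list alone by limma (1 higher and 4 lower at an unadjusted p under 0.05). *Chek2* and *Atm*, kinases that signal DNA damage to p53, had log2 fold changes of -0.63 (-0.97 to -0.29) and -0.35 (-0.65 to -0.04), and *Cdkn2a*, which encodes p19Arf and p16, one of 0.11 (-0.21 to 0.42). Of 47 members of Wnt signaling, 17 were higher and 30 lower, and again 0 passed by limma (1 higher and 6 lower at an unadjusted p under 0.05). Over all clusters above the median signal of the array, the median log2 fold change was -0.04. The corepressor *Tle1* was at -0.65 (-1.0 to -0.31), with a dimmer cluster at -0.08, and the ligand *Wnt2b* at -0.44 (-0.75 to -0.13). *Ctnnb1*, which encodes β-catenin, was at -0.06 (-0.24 to 0.12), and *Apc* at 0.02 (-0.43 to 0.48), or -0.02 with centred arrays and -0.19 without *Zfp148 gt/+Apc Min/+* mouse 783. In GSEA with every assignment of the 12 arrays into 6 and 6 as a permutation, the normalized enrichment score was -1.07 for p53 targets (permutation p = 0.359), -1.31 for p53 signaling (p = 0.162), -0.66 for β-catenin targets (p = 0.829) and -1.28 for Wnt signaling (p = 0.242). Adjusted over 28 lists, p was 0.907 for β-catenin targets and 0.60 for the other lists. By camera with a preset correlation, the members of p53 signaling and Wnt signaling lay lower at adjusted p = 0.0418 and 0.0231, and adjusted p was 0.247 for both with an estimated correlation. Both lists hold activators and inhibitors, among the latter *Mdm2* and *Tle1*, so a lower list does not give the direction of signaling. With the interquartile range of each array regressed out of the signal, without genotype in that fit, the score of p53 signaling turned to 0.735. This alternative was chosen after seeing the data, and it can take out genotype difference as well. The score of β-catenin targets turned to 1.17 with stromal genes regressed out in the same way, to 0.464 over the brighter clusters and to 0.643 without mouse 891. From the single target genes and the GSEA of pathways, together with the staining of Fig. 3D, the paper concludes that loss of 1 *Zfp148* allele leaves β-catenin and p53 activation in normal crypts unaffected. 

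**Figure D1:**
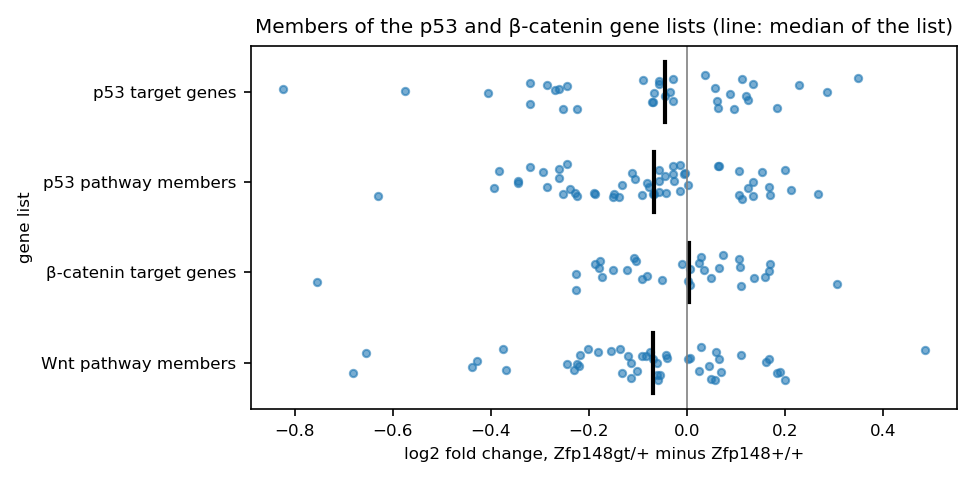
Log2 fold change (*Zfp148 gt/+Apc Min/+* minus *Apc Min/+*, n = 6 mice each, horizontal axis) of each measured member of 4 gene lists; each point is 1 gene and the vertical bar is the median of its list. The medians lie at -0.04 for p53 targets, -0.07 for p53 signaling, 0.0048 for β-catenin targets and -0.07 for Wnt signaling.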

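Among genes that act downstream of β-catenin and p53 in crypts, those of stem cells and of the cell cycle had means within 1 SD of the controls, and those of apoptosis had a lower mean in *Zfp148 gt/+Apc Min/+* mice that did not pass adjustment. The mean log2 signal over 19 stem cell markers was 6.39 ± 0.17 (SD, n = 6) in *Zfp148 gt/+Apc Min/+* mice and 6.41 ± 0.18 (SD, n = 6) in controls. Over 34 genes of S phase and mitosis it was 6.90 ± 0.14 and 6.91 ± 0.10. Over 32 apoptosis genes outside the p53 targets it was 5.36 ± 0.04 and 5.43 ± 0.06, a difference of -0.08 with 20 genes lower and 12 higher. This list holds genes that promote and genes that inhibit cell death, so its mean does not give a direction of apoptosis. Among stem cell markers 10 were higher and 9 lower, with a median log2 fold change of 0.01 and a mean of -0.01. None passed over all clusters, and 1, *Rnf43*, passed as lower when adjusted over the list alone (limma, adjusted p = 0.0373). Under the alternatives other than leaving out 1 mouse, the log2 fold change of *Rnf43* lay between -0.80 and -0.28. Cell cycle genes divided into 16 higher and 18 lower, and none passed. The members of smallest p were the mitotic kinase *Cdk1* at a log2 fold change of -0.23 (95% confidence interval -0.45 to -0.01) and the spindle factor *Tpx2* at -0.22 (-0.56 to 0.12). Among apoptosis genes none passed. The adaptor of TNF receptor signaling *Tradd* was at -0.59 (-1.01 to -0.18) and *Casp12*, a caspase linked to the endoplasmic reticulum, at -0.39 (-0.73 to -0.05). *Tradd* lay between -0.64 and -0.05 under the alternatives other than leaving out 1 mouse. GSEA gave enrichment scores of -0.69 for stem cell markers (permutation p = 0.775, adjusted p = 0.907), -1.04 for the cell cycle (permutation p = 0.420, adjusted p = 0.60) and -1.53 for apoptosis genes (permutation p = 0.0433, adjusted p = 0.404). An exact permutation test of the mean over the apoptosis list, chosen after seeing the data, gave p = 0.0238 and an adjusted p of 0.291 over the lists. The score of the cell cycle turned to 1.18 after another quantile normalization and that of stem cell markers to 1.12 with stromal genes as a covariate. That of apoptosis genes kept its sign, between -1.56 and -0.855 under the alternatives other than leaving out 1 mouse. For genes induced by handling and stress no shift was detected either, with 12 of 29 higher, 17 lower and a median log2 fold change of -0.03. Their enrichment score was 0.664 (permutation p = 0.842, adjusted p = 0.907), of opposite sign to the median, and none passed by limma, with *Ier2* at -0.65 (-1.09 to -0.20) and *Dusp1* at -0.39 (-0.67 to -0.11), both early-response genes.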

**Figure 3:**
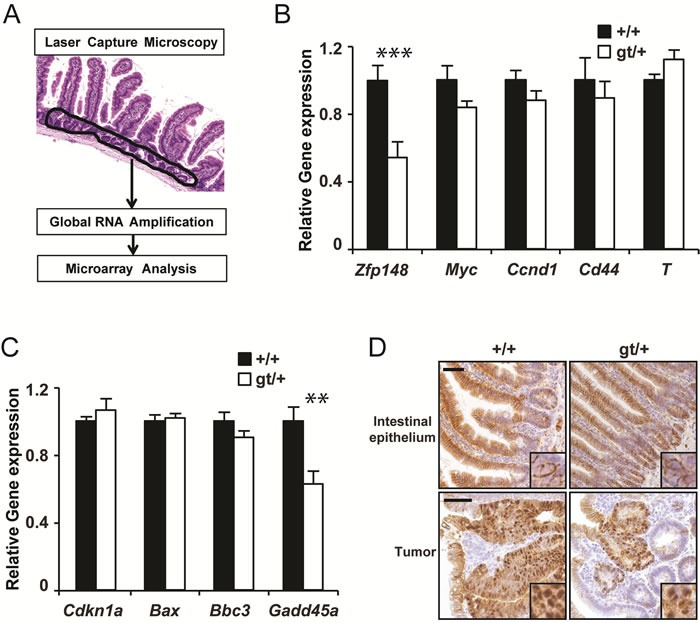
*Zfp148* deficiency does not affect basal expression of p53 or β-catenin target genes in crypt epithelium **A.** Schematic representation of the gene expression analysis procedure. **B.**-**C.** mRNA levels of *Zfp148* and four p53-target genes **B.** and four β-catenin target genes **C.** in laser microdissected crypt epithelium from *Apc*and *ApcZfp148* mice at 12 weeks of age (*n* = 6). **D.** Representative immunohistochemistry micrographs showing β-catenin (brown) in normal intestinal epithelium (top) and in tumors (bottom) in *Apc*and *ApcZfp148* mice at 12 weeks of age. Inserts show subcellular localization of β-catenin. Sections are counter stained with Mayers hematoxylin. Data are represented as mean ± SEM. *P < 0.05, **P < 0.01. Scale bars, 50μm.

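Of the crypt genes drawn in the bar charts, *Zfp148* and the transcript cluster shared by *Gadd45a* and *E230016M11Rik* differed most between the genotypes, and the ranges of *Myc*, *Ccnd1*, *Cd44*, *Cdkn1a* and *Bbc3* overlapped. *Myc*, a transcription factor that drives growth, was at 6.90 ± 0.14 (SD, n = 6) in *Zfp148 gt/+Apc Min/+* mice and 7.13 ± 0.35 (SD, n = 6) in controls, which is 0.855 of the control level (95% confidence interval 0.685 to 1.07). *Ccnd1*, cyclin D1, was at 8.38 ± 0.23 and 8.57 ± 0.23, a ratio of 0.878 (0.721 to 1.07), and *Cd44*, a receptor for hyaluronan, at 5.79 ± 0.42 and 5.94 ± 0.45, a ratio of 0.90 (0.638 to 1.27). Exact permutation tests (two-sided, n = 6 and 6) gave p = 0.165 for *Myc*, 0.210 for *Ccnd1* and 0.567 for *Cd44*. *Cdkn1a*, which encodes the cell cycle inhibitor p21, was at 7.29 ± 0.50 in *Zfp148 gt/+Apc Min/+* mice and 7.61 ± 0.35 in controls, a ratio of 0.801 (0.570 to 1.12; exact permutation p = 0.225). *Bbc3*, which encodes the proapoptotic protein Puma, was at 2.60 ± 0.20 and 2.54 ± 0.21, a ratio of 1.05 (0.874 to 1.25; exact permutation p = 0.580). Both of these means lie below the median of 2.71 over all clusters. The cluster shared by *Gadd45a*, a DNA damage response gene, and the noncoding *E230016M11Rik* was at 5.80 ± 0.45 in *Zfp148 gt/+Apc Min/+* mice and 6.56 ± 0.31 in controls, a ratio of 0.594 (0.438 to 0.807; exact permutation p = 0.0108), with 5 of 6 *Zfp148 gt/+Apc Min/+* mice below every control. A dim cluster that carries *E230016M11Rik* alone was at a log2 fold change of -0.11, and the shared cluster was at -0.75, or -0.42 with stromal genes as a covariate. None of these genes passed by limma, with adjusted p of 0.779 for *Myc*, 0.793 for *Ccnd1*, 0.909 for *Cd44*, 0.793 for *Cdkn1a*, 0.926 for *Bbc3* and 0.705 for the shared cluster. Of *Myc*, *Ccnd1*, *Cd44*, *Cdkn1a* and *Bbc3* none passed when adjusted over the Figure 3 p53 or β-catenin genes alone, and 0 had an unadjusted p under 0.05 by limma, while the shared cluster did. The mean over *Myc*, *Ccnd1* and *Cd44* was 7.03 ± 0.09 in *Zfp148 gt/+Apc Min/+* mice and 7.21 ± 0.16 in controls (exact permutation p = 0.0390, adjusted p = 0.291 over the lists, a test chosen after seeing the data). The mean over *Cdkn1a* and *Bbc3* was 4.94 ± 0.30 and 5.07 ± 0.24 (exact permutation p = 0.429, adjusted p = 0.653). The log2 fold change of *Cdkn1a* was -0.32, but 0.27 with the interquartile range of each array as a covariate, chosen after seeing the data. That of *Cd44* was -0.15, but 0.05 with stromal genes as a covariate and 0.0054 without control mouse 885. No cluster is named for *Bax* or for T, so both were not analysed here, nor was *Gadd45a* apart from the transcript it shares a cluster with. 

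**Figure D2:**
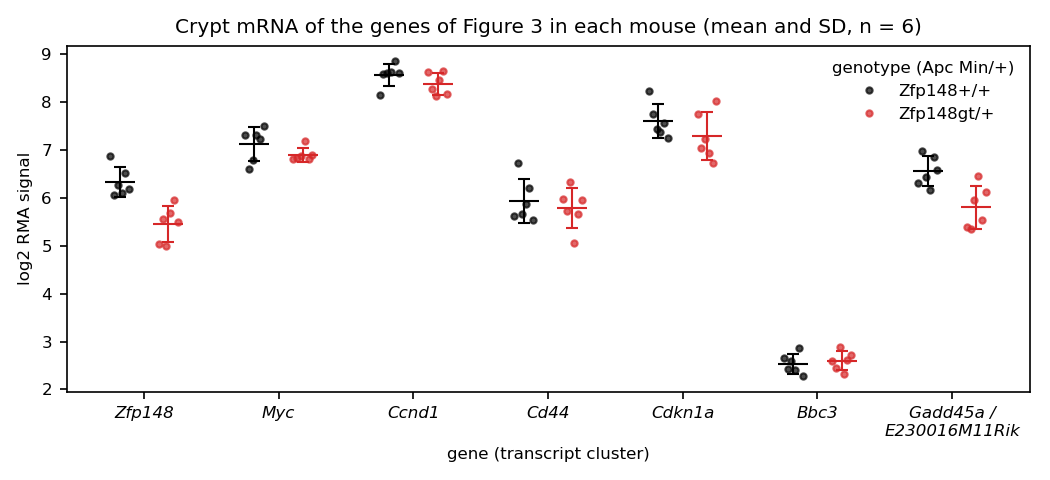
Log2 RMA signal (vertical axis) of *Zfp148*, 3 β-catenin targets, 2 p53 targets and the cluster shared by *Gadd45a* and *E230016M11Rik* in the crypts of each mouse (points), with mean and SD (bars) for *Zfp148 gt/+Apc Min/+* and *Apc Min/+* mice (n = 6 each). *Zfp148* lies at 5.45 against 6.34 without overlap, and the points of *Myc*, *Ccnd1*, *Cd44*, *Cdkn1a* and *Bbc3* overlap.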

Tumor initiation is triggered by loss of the second *APC* allele which leads to constitutive activation of β-catenin. To test whether Zfp148 plays a role downstream of activated β-catenin, we treated intestinal explants from *Zfp148^gt/+^* mice and *APC^Min/+^* controls with a pharmacological inhibitor of glycogen synthase kinase 3β (GSK3β) for 6 and 20 hours. Phosphorylation of β-catenin by GSK3β is required for proteasomal destruction of β-catenin and inhibition of GSK3β activates β-catenin.

As demonstrated by the induction of β-catenin target genes, β-catenin was activated in the explants 6 hours after GSK3β inhibition, but did not affect the expression of p53 target genes at this time point (Figure 4A and Supplementary Figure 3A, 3B). However, p53 targets were robustly induced in explants from *Zfp148^gt/+^* mice at 20 hours after GSK3β inhibition (Figure 4B). Importantly, GSK3β inhibition had no effect on p53 target genes in *APC^Min/+^* controls. Since expression of p53 targets was higher in untreated *Zfp148^gt/+^* explants that were cultured for 20 hours compared to controls (Figure 4A), culture-stress likely contributed to p53-activation in *Zfp148^gt/+^* explants.

In accord with this, protein levels of p53 and p53 target genes and the apoptosis marker cleaved Parp1 were markedly higher in explants from *Zfp148^gt/+^* mice compared to controls (Figure 4C). Collectively, the results suggest that *Zfp148* deficiency increases p53 activity in response to constitutively activated β-catenin during tumor initiation, and that newly transformed tumor cells are eliminated by p53-induced apoptosis in *Zfp148*-deficient mice.

**Figure 4:**
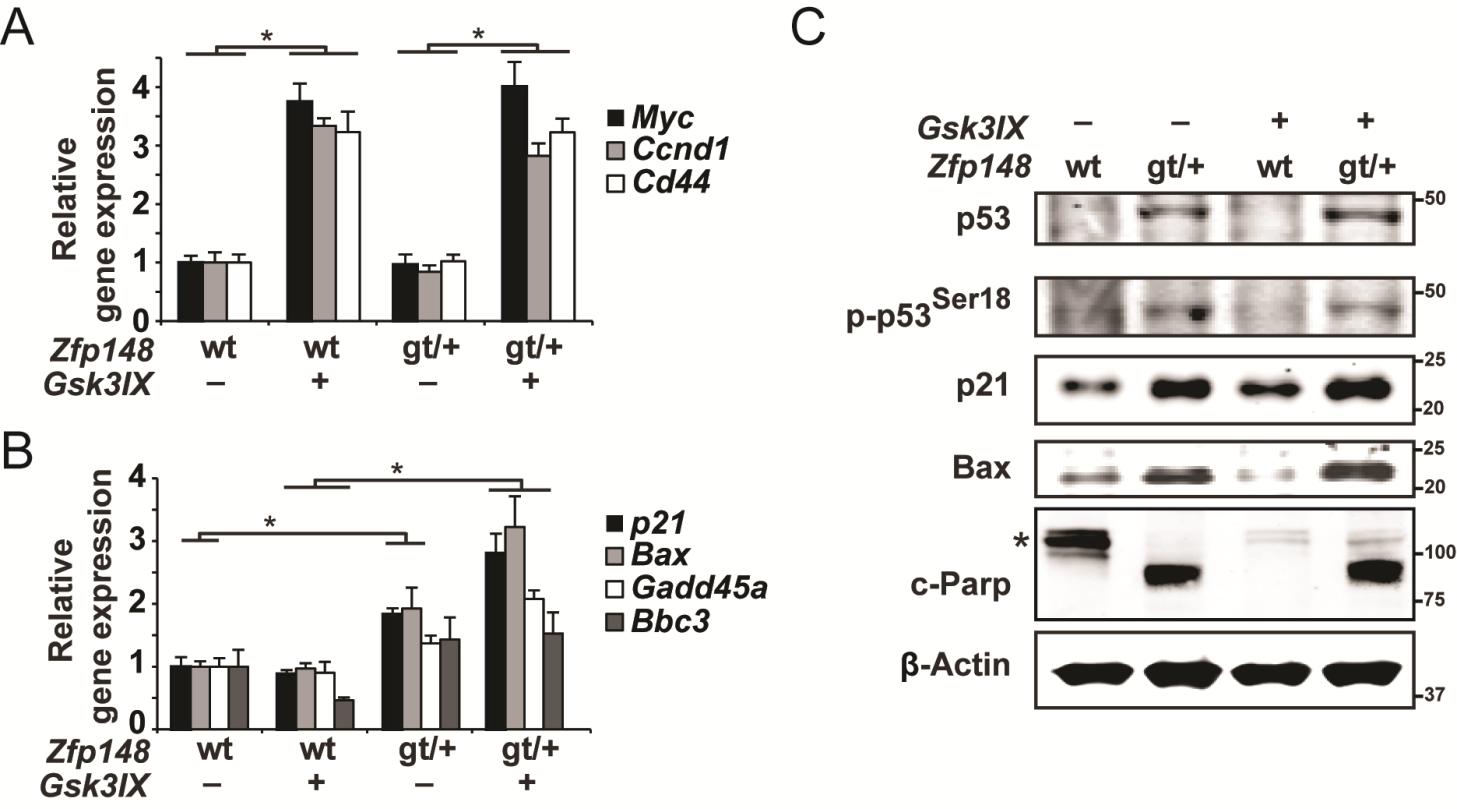
Constitutive activation of β-catenin induces p53-activation and apoptosis in small intestine explants from *ApcZfp148* mice **A.**-**B.** Taqman RT-PCR assessment of mRNA levels of three β-catenin target genes **A.** and four p53-target genes **B.** in small intestine explants that were dissected from *Apc*and *ApcZfp148* mice and treated with 2μM of the GSK3β-inhibitor GSK3IX or DMSO. The explants in **A.** were treated for 6 hours and those in **B.** for 20 hours (*n* = 6). **C.** Western blots of phosphorylated and total p53, the p53 targets p21 and Bax, and the apoptosis marker cleaved Parp1 (89-kD fragment) in small intestine explants that were dissected from *Apc*and *ApcZfp148* mice and treated with 2μM GSK3IX or DMSO for 20 hours. Asterisk indicates uncleaved Parp1 (116-kD fragment). β-Actin was used as loading control. Data are represented as mean ± SEM. *P < 0.05, **P < 0.01.

To test this idea, *Zfp148^gt/+^* mice were bred onto *Trp53^+/−^* and *Trp53^−/−^* genetic backgrounds and evaluated for tumor development at 12 weeks of age. There was no difference in tumor count between *Zfp148^gt/+^* and *Apc^Min/+^* controls on *Trp53^+/−^* or *Trp53^−/−^* genetic backgrounds (Figure 5A). Moreover, levels of haemoglobin and hematocrit were indistinguishable between *Zfp148^gt/+^* and *Apc^Min/+^* controls on *Trp53^+/−^* background (Figure 5B, 5C). We conclude that tumor development is restored by deletion of one or both copies of *Trp53*, and that *Zfp148* deficiency suppresses tumor formation by increasing p53 activity. Survival of *Zfp148^gt/+^* mice on p53-deficient background was not investigated since *Trp53^+/−^* and *Trp53^−/−^* mice develop other types of neoplasia that may confound the result [19, 20].

We finally investigated whether p53 is inactivated by somatic mutations in *Zfp148*-deficient tumors. We did not find any mutations in exons 5-8 of the *Trp53* gene in 5+5 tumors from *Zfp148^gt/+^* mice on *Trp53^+/+^* and *Trp53^+/−^* background, respectively. Since exons 5-8 harbour 90 percent of all *p53*-mutations in human cancers [21, 22], we conclude that functional p53 is retained in the majority of *Zfp148*-deficient tumors.

**Figure 5:**
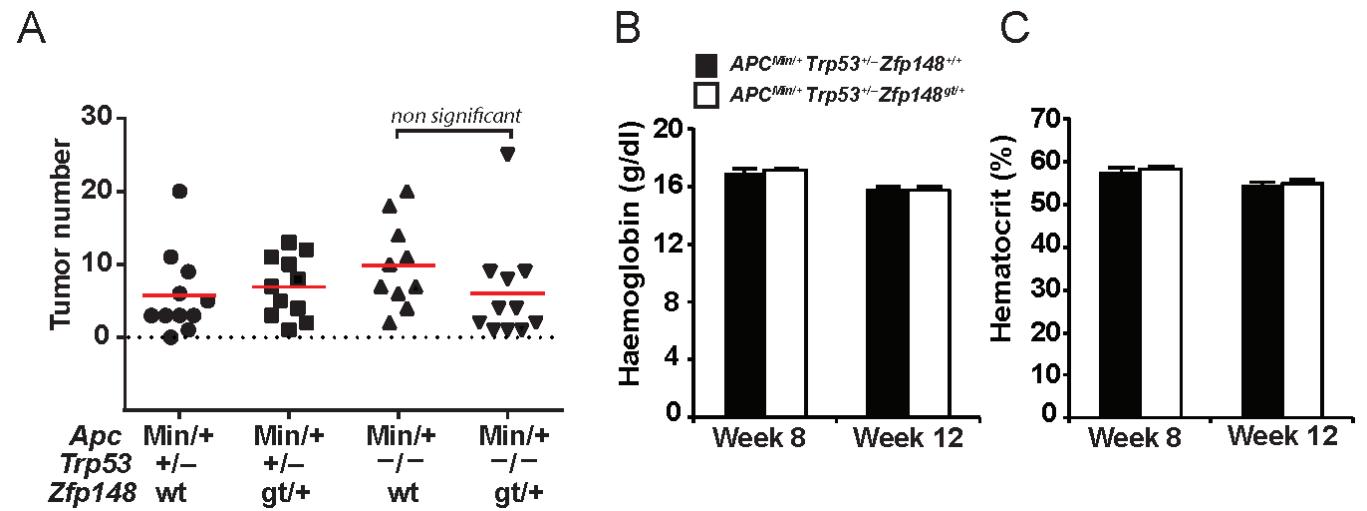
Deletion of one or two copies of Trp53 restores tumor growth in *ApcZfp148* mice **A.** Tumor count in small intestine of *ApcTrp53, ApcZfp148 Trp53, ApcTrp53* and *ApcZfp148 Trp53* mice at 12 weeks of age (*n* = 11). **B.**-**C.** Levels of haemoglobin **B.** and hematocrit **C.** in blood from *ApcTrp53* and *ApcZfp148 Trp53* mice at 8 and 12 weeks of age (*n* = 11). Data are represented as mean ± SEM.

## DISCUSSION

In this study we show for the first time that *Zfp148* deficiency reduces tumor development. Loss of one copy of *Zfp148* markedly reduced tumor frequency in the *APC^Min/+^* model of colorectal carcinoma, extended survival of the mice with 69%, and reduced secondary manifestations of the disease including anaemia and intestinal bleedings. The effect was entirely dependent upon functional p53 showing that *Zfp148* deficiency reduces tumor development by increasing p53 activity.

*Zfp148* deficiency had no effect on cell proliferation or apoptosis in early tumors indicating that Zfp148 does not affect tumor growth rate. Instead, we propose that Zfp148 controls the fate of newly transformed tumor cells by setting a threshold for p53 activation in response to constitutively activated β-catenin. The idea is supported by two lines of evidence. First, levels of phosphorylated and total p53, expression of p53-target genes, and the apoptosis marker cleaved Parp-1 were up-regulated in intestinal explants from *Zfp148^gt/+^* mice in response to pharmacological inhibition of GSK3β. The same treatment had no effect on p53-activity or apoptosis markers in explants from control mice. And second, the effect of *Zfp148* deficiency on tumor development was abolished by deletion of one or both copies of *Trp53*, the gene encoding p53.

Since western blotting revealed increased p53 activity in later-stage adenomas from *Zfp148^gt/+^* mice, *Zfp148* deficiency may also reduce progression of later-stage tumors. Thus, the data suggest a model where Zfp148 promotes tumor initiation, has no function early on in progression, and may be reactivated in later stage tumors.

The rescue of tumor development by deletion of one copy of *Trp53* is in line with previous data. Breeding onto a *Trp53^+/−^* background rescued macrophage proliferation and atherosclerosis in *Zfp148^gt/+^* mice and lung development and neonatal lethality in *Zfp148^gt/gt^* mice [2, 3]. And it restored normal cell proliferation and expression of p53-target genes in *Zfp148^gt/gt^* MEFs [2]. Thus, reducing p53-expression is sufficient to prevent activation of p53 effector pathways in *Zfp148*-deficient mice.

We did not detect any somatic *p53* mutations in tumors from *Zfp148*-deficient mice in spite of strong p53-dependent suppression of tumor development. One possible explanation is that p53-activity is transiently increased in these mice during tumor initiation by loss of APC, and that p53 activity is low at other time points, leaving no time for selection of somatic mutations. In support of this, there was no difference in cell proliferation, apoptosis, or levels of total and phosphorylated p53 in tumors from 12 weeks old *Zfp148^gt/+^* mice compared to controls. Moreover, knockout of p53 has no or little impact on tumor development in *APC^Min/+^* mice on *Zfp148*-wildtype background, suggesting that the selective pressure for accumulating p53 mutations is low in this model [23-25].

The role of Znf148 (human Zfp148 homologue) in human CRC was recently investigated [9]. In familial adenomatous polyposis, expression of Znf148 increased from normal mucosa to adenomas to carcinomas, thus supporting the possibility that Znf148 promotes tumor initiation. Similar results were obtained in sporadic CRC with increased expression in adenomas and carcinomas compared to normal mucosa. Interestingly, the data suggests that Znf148 may play a different role in advanced CRC since Znf148 expression in carcinomas was inversely correlated with TNM stage and patient survival. However, the significance of Zfp148 in advanced tumors remains to be tested in mouse models that develop metastatic CRC.

Cancer chemoprevention is often cited as an effective strategy to reduce cancer mortality. Our finding that global deletion of one copy of *Zfp148* reduces tumor initiation is therefore clinically interesting. Since mice lacking one copy of *Zfp148* appear to be healthy and have a normal lifespan, our finding suggests that therapeutic targeting of Zfp148 could reduce the incidence of CRC by increasing p53 activity without causing detrimental side effects. However, transcription factors such as Zfp148 are not ideal drug targets although significant progress has been made in this field. A more realistic approach may be to target other proteins in the Zfp148-p53 pathway.

The mechanism by which Zfp148 regulates p53 activity is not known [2, 3]. The physical interaction of Zfp148 with p53 raises the intriguing possibility that Zfp148 might regulate p53 directly. However, Zfp148 deficiency up-regulates Cdkn2a in cultured cells opening up for an alternative mechanism [2, 26]. Since deletion of *Wip1* suppresses *APC^Min^*-driven polyposis by increasing p53 activity in response to constitutively activated β-catenin [18], it is possible that Wip1 and Zfp148 operate in the same pathway. Defining the mechanism by which Zfp148 suppresses p53 activation in the intestinal epithelium should be a prioritized area for future studies.

In this study we show that *Zfp148* deficiency reduces tumor formation in the *APC^Min/+^* model. CRC is one of the most prevalent cancer forms in the Western world and a leading cause of cancer-related death. Mutations in the *APC* gene is a major causative event of CRC in humans [12] and identification of modifier genes that affect cancer outcome in the *APC^Min/+^* model is of clinical interest. Because deletion of *Zfp148* reduces the initiation of tumors, preventive targeting of Zfp148 may be efficient to reduce the incidence of CRC and thereby CRC mortality.

## MATERIALS AND METHODS

### Mouse breeding

*Apc^Min/+^* and *Trp53^tm1Tyj^* (Trp53^-^/) mice were obtained from The Jackson Laboratory and *Zfp148^gt/+^* mice were produced by us [2]. The mice were kept on a 129/Bl6 mixed genetic background and all experiments were performed with littermate controls. Genotyping was performed by PCR amplification of genomic DNA from mouse tail biopsies. PCR primers used for genotyping are listed in Supplementary Table 2. Mice were fed on a regular diet and had unlimited supply of food and water. All animal procedures used in this study were approved by The Animal Research Ethics Committee in Gothenburg.

### Histological analyses

Adenoma frequency was compared in 12 week *APC^Min/+^/Zfp148^+/+^*, *APC^Min/+^/Zfp148^gt/+^* and *APC^Min/+^/Zfp148^gt/gt^* mice. Mice were dissected, the intestines were removed and separated into four segments; colon and three segments of the small intestines. The segments were rinsed in PBS and prepared using the Swiss roll technique [27]. Tissues were fixed in 4% formaldehyde, imbedded in paraffin and 5 μm thin sections were stained with Haematoxylin and Eosin. Adenoma counts were performed on one single sagittal section from each segment by investigator blinded to the genotype. Histopathological grade was assessed by a pathologist (O.N.).

### Survival study

Mice were sacrificed when they became moribund, defined as when they became listless, their haematocrit was below 20%, or their bodyweight was reduced by 15%.

### Blood analyses

Blood was drawn from the tail into EDTA-coated tubes (Monovette, Sarstedt). Samples were analysed on a Hemato analyser KX-21N (Sysmex) to determine haemoglobin, hematocrit and leukocyte count.

### Gastrointestinal bleeding

Faecal blood was detected by using Hemoccult test for faecal blood (Beckman-Coulter).

### Immunohistochemistry

Intestinal tissues were fixed in 4% formaldehyde, imbedded in paraffin and sectioned in 5 um thin sections. Staining was performed using standard protocol. Slides were boiled for 10 min in Citric acid (10 mM, pH = 6) to unmask epitopes. Primary antibody anti-PCNA (Santa Cruz, SC-7907) was diluted 1:1000 and secondary antibody (anti-rabbit-Alexa 546, Molecular Probes) was diluted 1:500 and primary antibody anti-β-catenin (BD, 610154), was diluted 1:200 and visualized with Vectastain Elite ABCkit, Peroxidase, Rabbit IgG, (Vector Laboratories) as before [28].

### Cell proliferation and apoptosis

Apoptosis was evaluated with Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) using the ApopTag^®^ Fluorescence *In Situ* Apoptosis Detection Kit (Millipore). Cell proliferation was evaluated with 5-Bromo-2′-deoxy-uridine (BrdU) Labeling and Detection Kit I (Roche) 2h after intraperitoneal injection of BrdU (75mg/kg) according to manufacturer's description and as before [2, 28].

### Gene expression analysis

Total RNA was extracted from crypt-enriched tissues that were isolated by laser microdissection (PALM) from 10μm thick cryosections of OCT-embedded and snap frozen Swiss roll preparations of small intestines (proximal). 

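Marker genes of fibroblasts, smooth muscle, endothelium, macrophages and T cells had lower means and those of B cells a higher mean in the captured tissue of *Zfp148 gt/+Apc Min/+* mice than in that of *Apc Min/+* controls, and none of these lists passed GSEA. The mean log2 signal over 19 fibroblast and matrix genes was 6.36 ± 0.23 (SD, n = 6) in *Zfp148 gt/+Apc Min/+* mice and 6.70 ± 0.23 (SD, n = 6) in controls, with 17 genes lower and 2 higher. Among them 7 lower genes had an unadjusted p under 0.05 in limma and 0 passed over all clusters. When adjusted over the list alone 1 passed, *Col1a2*, a collagen chain, at a log2 fold change of -0.85 (95% confidence interval -1.33 to -0.37; limma adjusted p = 0.0408 over the list alone and 0.705 over all clusters). A dimmer cluster of *Col1a2* was at 0.03. Over 17 smooth muscle genes the mean was 5.29 ± 0.09 in *Zfp148 gt/+Apc Min/+* mice and 5.49 ± 0.30 in controls, with 14 genes lower and 3 higher. The myosin heavy chain *Myh11* was at -0.46 (-0.88 to -0.04) and *Lmod1*, an actin-binding protein, at -0.27 (-0.63 to 0.09). Endothelial genes were lower in 12 and higher in 4, with the transcription factor *Ets1* at 0.43 (0.08 to 0.78) and the adhesion molecule *Esam* at -0.42 (-0.77 to -0.07). Of 20 macrophage and MHC class II genes, 17 were lower and 3 higher, with the integrin *Itgax* at -0.61 (-1.27 to 0.04) and the MHC chain *H2-Eb1* at -0.36 (-0.76 to 0.05). T and NK cell genes were lower in 11 and higher in 8, with *Itgae*, an integrin of lymphocytes within the epithelium, at -0.52 (-1.01 to -0.02) and the receptor *Klrk1* at -0.28 (-0.58 to 0.01). B cell and plasma cell genes were higher in 8 and lower in 6, with *Jchain*, the joining chain of antibodies, at 0.28 (-0.06 to 0.62) and the B cell receptor chain *Cd79a* at 0.40 (-0.25 to 1.04). The enrichment scores were -1.51 for fibroblast and matrix (permutation p = 0.0866, adjusted p = 0.570), -1.29 for smooth muscle, -1.04 for endothelium, -1.25 for macrophages, -1.13 for T and NK cells and 0.426 for B cells, with permutation p between 0.240 and 0.989 for the last 5 lists. By camera with a preset correlation, fibroblast and matrix, smooth muscle and macrophage genes lay lower at adjusted p = 9.66e-08, 0.0231 and 0.0140, and adjusted p was 0.247, 0.564 and 0.564 with an estimated correlation. The exact permutation test of the mean over the fibroblast and matrix list, chosen after seeing the data, gave p = 0.0325, or 0.291 adjusted over the lists. With the mean of the stromal lists as a covariate the score of endothelial genes turned to 0.378, and leaving out *Zfp148 gt/+Apc Min/+* mouse 911 turned that of B cells to -0.992.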

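No list of markers of the epithelial cell types of the crypt and villus passed GSEA. The mean log2 signal over 16 Paneth cell genes was 9.88 ± 0.56 (SD, n = 6) in *Zfp148 gt/+Apc Min/+* mice and 9.40 ± 0.61 (SD, n = 6) in controls, with 12 genes higher and 4 lower and a median log2 fold change of 0.10. None passed; the difference in mean rests largely on 2 defensin genes, *Defa22* at a log2 fold change of 3.62 (95% confidence interval -1.02 to 8.27) and *Defa21* at 2.88 (-1.16 to 6.92), while the other 14 genes lay between -0.23, for the niche ligand *Wnt3* (-0.54 to 0.08), and 0.45. *Defa22* was at 13.07 to 13.22 in 5 *Zfp148 gt/+Apc Min/+* and 2 control mice and at 3.04 to 7.76 in the other mice, and *Defa21* divided the same mice. Over 17 goblet cell genes the mean was 8.41 ± 0.17 in *Zfp148 gt/+Apc Min/+* mice and 8.49 ± 0.23 in controls, with 11 lower and 6 higher. *Clca1*, a secreted protein of mucus, was at -0.42 (-0.87 to 0.03) and the protease *Tpsg1* at -0.62 (-1.32 to 0.08). Over 23 genes of villus enterocytes, which lie outside the crypts, it was 6.02 ± 0.36 and 6.10 ± 0.36, with 13 lower and 10 higher. The glucose transporter *Slc2a2* was at 0.14 (-0.06 to 0.35) and the retinol carrier *Rbp2* at -0.61 (-1.37 to 0.14), or 0.31 with the interquartile range of the arrays as a covariate, chosen after seeing the data. Enteroendocrine genes were lower in 12 and higher in 8, with the prohormone convertase *Pcsk1* at -0.64 (-1.03 to -0.25) and *Ghrl*, which encodes ghrelin, at 1.33 (0.08 to 2.59). Tuft cell genes were lower in 7 and higher in 6, with the kinase *Dclk1* at -0.35 (-0.75 to 0.05) and the cytokine *Il25* at 0.21 (-0.09 to 0.51). Their scores were 1.18 for Paneth cells, -1.15 for goblet cells, -0.67 for villus enterocytes, -1.13 for enteroendocrine cells and -1.05 for tuft cells, with permutation p between 0.318 and 0.797 and adjusted p of 0.60 or 0.907. Of tissues next to the proximal small intestine, Brunner gland genes were higher in 4 and lower in 2 (score 1.36, permutation p = 0.102, adjusted p = 0.570). The mucin *Muc6* passed as higher when adjusted over the list alone (0.31, 0.12 to 0.50; limma adjusted p = 0.0259 over the list alone and 0.725 over all clusters). Acinar genes of the pancreas were higher in 9 and lower in 4 (score 1.13, permutation p = 0.305, adjusted p = 0.60), with the protease genes *Prss2* at 0.35 (0.13 to 0.56) and *Cpb1* at 0.30 (0.07 to 0.54). *Muc6*, *Prss2* and *Cpb1* are dim, with control means of 2.11, 1.91 and 1.61, below the median of all clusters, where most clusters with an unadjusted p under 0.05 were higher. With the interquartile range as a covariate the scores of Brunner gland and pancreas turned to -0.722 and -0.751 and that of villus enterocytes to 0.875. Erythroid genes, of which 4 of 13 were measured, were too few for GSEA, and an exact permutation test of their mean, chosen after seeing the data, gave p = 0.385 (adjusted p = 0.653). *Klf1* was at 0.40 (0.07 to 0.73) and the erythropoietin receptor *Epor* at -0.13 (-0.36 to 0.09), and neither passed. *Xist*, expressed from the inactive X chromosome of females, was high in 2 mice of each genotype. Among 4 sex-linked genes, also too few for GSEA, *Xist* at 0.36 (-3.74 to 4.46) and *Kdm5d* at -0.29 (-1.66 to 1.07) did not pass. An exact permutation test of the mean over these 4 genes gave p = 0.933. That mean joins *Xist* with Y-linked genes, which go opposite ways between the sexes, so the test cannot show a sex imbalance.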

RNA concentration was measured with ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE) and RNA quality was evaluated using the Agilent 2100 Bioanalyzer system (Agilent Technologies Inc, Palo Alto, CA). 250 nanograms of total RNA from each sample were used to generate amplified and biotinylated sense-strand cDNA from the entire expressed genome according to the GeneChip^®^ WT PLUS Reagent Kit User Manual (P/N 703174 Rev 1 Affymetrix Inc., Santa Clara, CA). GeneChip^®^ ST Arrays (GeneChip^®^ XXX Gene 2.0 ST Array) were hybridized for 16 hours in a 45°C incubator, rotated at 60 rpm. According to the GeneChip^®^ Expression Wash, Stain and Scan Manual (PN 702731 Rev 3, Affymetrix Inc., Santa Clara, CA) the arrays were then washed and stained using the Fluidics Station 450 and finally scanned using the GeneChip^®^ Scanner 3000 7G. The gene expression data set has been deposited in the GEO repository with accession number GSE77773.

### Microarray data analysis

The raw data was normalized in the free software Expression Console provided by Affymetrix (http://www.affymetrix.com) using the robust (RMA) method first suggested by Li and Wong in 2001 [29, 30]. Subsequent analysis of the gene expression data was carried out in the freely available statistical computing language R (http://www.r-project.org) using packages available from the Bioconductor project (www.bioconductor.org). 

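No single gene separated the genotypes after adjustment: of 33793 transcript clusters, 0 passed at a limma adjusted p under 0.05, and the smallest adjusted p was 0.63. At an unadjusted p under 0.05, limma counted 2284 clusters, 1312 higher and 972 lower in *Zfp148 gt/+Apc Min/+* crypts than in *Apc Min/+* crypts, where chance alone gives 1690. The t-test of the methods counted 2263 unadjusted and 0 after Benjamini-Hochberg adjustment. Of the genes with lower means, the 10 of smallest p are given first, and none of them passed. *Usp31*, a deubiquitinating enzyme, had a log2 fold change of -0.67 (95% confidence interval -0.90 to -0.44), *Nhlrc1*, a ubiquitin ligase, one of -0.79 (-1.11 to -0.47) and *Ube2e2*, a ubiquitin-conjugating enzyme, one of -0.98 (-1.43 to -0.53). The nuclear receptor coactivator *Ncoa1* was at -0.47 (-0.68 to -0.27), the Mediator subunit *Med18* at -0.58 (-0.84 to -0.31), and the zinc finger genes *Zfp873* and *Zfp24* at -1.15 (-1.61 to -0.69) and -0.86 (-1.24 to -0.47), beside *Zfp148* itself at -0.88 (-1.28 to -0.49). The kinase *Nek7* was at -0.88 (-1.23 to -0.53) and the chaperonin-like *Mkks* at -0.50 (-0.69 to -0.31). Adjusted p lay between 0.63 and 0.676 for these 10 genes. Among the genes with higher means, the odorant receptor genes *Olfr137*, *Olfr629* and *Olfr467* were at 0.48 (0.30 to 0.66), 0.48 (0.28 to 0.67) and 1.00 (0.56 to 1.44), and the vomeronasal receptor gene *Vmn1r67* at 0.50 (0.28 to 0.72). Their control means were 1.62, 1.58, 2.10 and 1.85 against a median of 2.71 over all clusters. *Oog3* and *Slx*, genes of oocytes and spermatids, were at 0.53 (0.26 to 0.80) and 0.44 (0.21 to 0.66), with control means of 1.80 and 1.5. *Asb1* was at 0.58 (0.36 to 0.81), the phosphatase *Cdc14b* at 0.61 (0.34 to 0.89), *Mad2l2*, a subunit of translesion polymerase, at 0.68 (0.35 to 1.01) and the interferon *Ifnl3* at 0.61 (0.31 to 0.91). Over these 10 genes adjusted p ran from 0.63 to 0.705. Among the 16896 brighter clusters 407 were higher and 858 lower at an unadjusted p under 0.05, and among the dimmer ones 905 and 114. With each array centred on its median the split over all clusters was 697 higher and 1504 lower. The interquartile range was narrower on the *Zfp148 gt/+Apc Min/+* arrays, and with it as a covariate 1295 clusters had an unadjusted p under 0.05, 646 higher and 649 lower, and 0 passed (chosen after seeing the data). Without control mouse 885, 1 cluster passed, *Olfr467* (limma adjusted p = 0.00692, and up to 0.9995 under the other alternatives). Without *Zfp148 gt/+Apc Min/+* mice 891, 892 and 893, left out after seeing the data, 1 passed, the ribosomal protein gene *Rps13* (log2 fold change 5.43, limma adjusted p = 2.37e-07), which was at 2.67 with all arrays (adjusted p = 0.725). These 3 are the *Zfp148 gt/+Apc Min/+* mice in which *Rps13* was as low as in the controls, so leaving them out brings about that call and it is no evidence of a difference.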

In order to search for the differentially expressed genes between *APC^Min/+^* and the *Zfp148^gt/+^* groups an empirical Bayes moderated *t*-test was then applied [31], using the ‘limma’ package [32]. To address the problem with multiple testing, the p-values were adjusted using the method of Benjamini and Hochberg [33].

### Gene set enrichment analyses (GSEA)

Differential expression of gene sets was analyzed with the GSEA V2.1.0 software (Broad institute) using gene sets from the KEGG (Kyoto Encyclopedia of Genes and Genomes) repository (c2.cp.kegg.v4.0.symbols.gmt) and default settings.

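Interferon-induced genes, focal adhesion genes and enzymes of drug metabolism had lower means in *Zfp148 gt/+Apc Min/+* crypts than in *Apc Min/+* crypts, without passing GSEA. The mean log2 signal over 21 interferon-induced genes was 3.61 ± 0.16 (SD, n = 6) in *Zfp148 gt/+Apc Min/+* mice and 4.04 ± 0.56 (SD, n = 6) in controls, with 18 genes lower and 3 higher. By limma 0 passed over all clusters, and 2 passed as lower when adjusted over the list alone. These were the viral RNA sensor *Ddx58* at a log2 fold change of -0.60 (95% confidence interval -0.92 to -0.28) and the guanylate-binding *Gbp7* at -0.97 (-1.57 to -0.36), with adjusted p of 0.0287 and 0.0440 over the list alone and 0.705 and 0.725 over all clusters. Control mouse 888 had a mean of 5.13 over this list and the other 5 controls 3.53 to 4.00, so much of the difference in means rests on this 1 mouse. Over 44 integrin and focal adhesion genes the mean was 5.13 ± 0.11 in *Zfp148 gt/+Apc Min/+* mice and 5.31 ± 0.10 in controls, with 36 lower, 8 higher and 0 past the limma threshold (6 lower at an unadjusted p under 0.05). *Fn1*, *Pdgfra* and *Pdgfrb* belong to this list and to the fibroblast and matrix list, of which 17 of 19 genes were lower, as were 14 of 17 smooth muscle genes. *Parva*, an adaptor of integrin-linked kinase, was at -0.52 (-0.95 to -0.10) and the collagen receptor chain *Itga1* at -0.40 (-0.72 to -0.07). Of 58 enzymes and transporters of xenobiotic metabolism 41 were lower and 17 higher, with the monoamine oxidase *Maob* at -1.22 (-1.97 to -0.47) and the glutathione transferase *Gstt1* at -0.47 (-0.83 to -0.11). Respiratory chain genes were lower in 32 and higher in 14, at a median of -0.05, with *Cox6b1* at -0.24 (-0.46 to -0.02) and *Ndufa2* at -0.16 (-0.34 to 0.03). Cholesterol synthesis genes were lower in 12 and higher in 7, with the sterol carrier *Stard4* at -0.47 (-0.75 to -0.19) and the enzyme *Nsdhl* at -0.42 (-0.75 to -0.09). Circadian clock genes were lower in 12 and higher in 5, with the repressors *Cry1* at -0.36 (-0.75 to 0.03) and *Cry2* at -0.33 (-0.70 to 0.04). Enrichment scores were -1.30 for interferon response (permutation p = 0.0130, adjusted p = 0.364), -1.68 for focal adhesion (permutation p = 0.0390, adjusted p = 0.404). They were -1.07 for xenobiotic metabolism, -0.72 for oxidative phosphorylation, -1.06 for cholesterol synthesis and -1.23 for the circadian clock, with permutation p between 0.247 and 0.887. Of 160 genes within 10 Mb of *Zfp148* on its chromosome, placed by the RefSeq table of GRCm38.p6, 84 were higher and 76 lower (median 0.01, mean -0.02, score 0.948, permutation p = 0.628), with *Ostn* at 0.26 (0.08 to 0.43) and *4632428C04Rik* at 0.30 (0.09 to 0.52). *Ostn* is dim, with a control mean of 1.75 against a median of 2.71 over all clusters. In all, 0 of 28 lists passed GSEA, and 3 had an unadjusted permutation p under 0.05. By camera with a preset correlation 9 lists lay lower at an adjusted p under 0.05, among them interferon response at 1.49e-05, focal adhesion at 2.35e-06, xenobiotic metabolism at 0.0140 and oxidative phosphorylation at 0.0419. With an estimated correlation 0 passed, at adjusted p = 0.426, 0.247, 0.564 and 0.633 for these lists. By fry 0 lists passed, one way or in either direction. The lists stand in for the KEGG sets, which were not used here. The score of focal adhesion was -1.01 with stromal genes as a covariate and -0.913 with the interquartile range of the arrays as one. The scores of xenobiotic metabolism, oxidative phosphorylation and cholesterol synthesis turned to 1.03, 1.32 and 0.776 with the interquartile range as a covariate (chosen after seeing the data). That of the circadian clock turned to 0.524 with stromal genes as a covariate, and that of the genes near *Zfp148* to -0.958 with centred arrays. In the paper's Supplementary Table 1, 138 KEGG sets are listed, and 0 have a q under 0.05; all have a positive score, and the table does not name the genotype that a positive score stands for. The paper's reported q is 0.925 for p53 signaling (59 genes), 0.945 for Wnt signaling (125 genes), 0.908 for the cell cycle, 0.495 for apoptosis and 0.341 for focal adhesion, and the lowest is 0.194 for drug metabolism by cytochrome P450.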

### Intestinal explant experiments

One 2 cm segment of the distal ileum was collected, as previously described [34]. Intestinal contents from the segment were removed through flushing with cold PBS and the segment was divided into four equal longitudinal parts. Each part was placed in cell culture plates containing growth medium (Dulbecco's modified Eagle's medium with glutamine and pyruvate, 4.5 g/l glucose, 10% fetal calf serum, 100 U/ml penicillin, and 100 μg/ml streptomycin) with or without 2μM GSK3IX inhibitor (Santa Cruz). The plates were then incubated 6-20h at 37°C in 5% CO_2_. The mixture containing the tissue was transferred to Eppendorf tubes and centrifuged at 14,000 rpm for 5 min. The tissue was collected after removal of the supernatant and used for analysis of mRNA or protein expression. All explant experiments were performed on *APC^Min/+^* background.

### Real-time reverse transcription polymerase chain reaction (RT-PCR)

TaqMan assays were performed as described [35] using TaqMan universal polymerase chain reaction mastermix (Life Technologies) and the predesigned TaqMan assays (Life Technologies) listed in Supplementary Table 2.

### Western blot analyses

Protein levels was determined as previously described [36] with antibodies against p53 (SC-6243, 1:500, Santa Cruz), p-p53ser15 (9284S 1:500, Cell Signal), p21 (SC-6246, 1:1000, Santa Cruz), BAX (SC-493, 1:500, Santa Cruz), c-PARP (9542 S 1:500, Cell Signal), and β-actin (2228, 1:20000, Sigma Aldrich).

### Trp53 sequencing

Exons 5-8 of mouse Trp53 were PCR amplified from genomic DNA isolated from dissected (Zfp148^gt/+^*Trp53^+/+^*) or laser microdissected (*Zfp148^gt/+^Trp53^+/^*) tumors and subjected to Sanger sequencing. Each amplicon was sequenced twice and scanned for deviations from the refseq sequence. Sequencing was performed by Beckman Coulter Genomics using primers listed in Supplementary Table 2.

### Statistical analyses

Statistics were performed with non-parametric Mann-Whitney test for tumor count; Chi Square test for tumor distribution and histopathological grade; ANOVA test for haemoglobin; *t*-test for hematocrit, cell proliferation, apoptosis, and differential gene expression; and Fisher's exact test for gastrointestinal bleeding. Survival curves were generated using the Kaplan-Meier estimator and statistical significance was calculated using the log rank test (Mantel-Cox). Investigators were blinded to the genotype and values are presented as mean ± SEM. A p-value of < 0.05 was considered statistically significant.

## SUPPLEMENTARY MATERIAL FIGURES AND TABLES

# Supplementary material for: Targeting Zfp148 activates p53 and reduces tumor initiation in the gut
**Source:** Oncotarget. 2016 Jul 28;7(35):56183–92. doi: 10.18632/oncotarget.10899
**Supplement:** Supplementary file 1

Targeting Zfp148 activates p53 and reduces tumor initiation in the gut

Supplementary Material

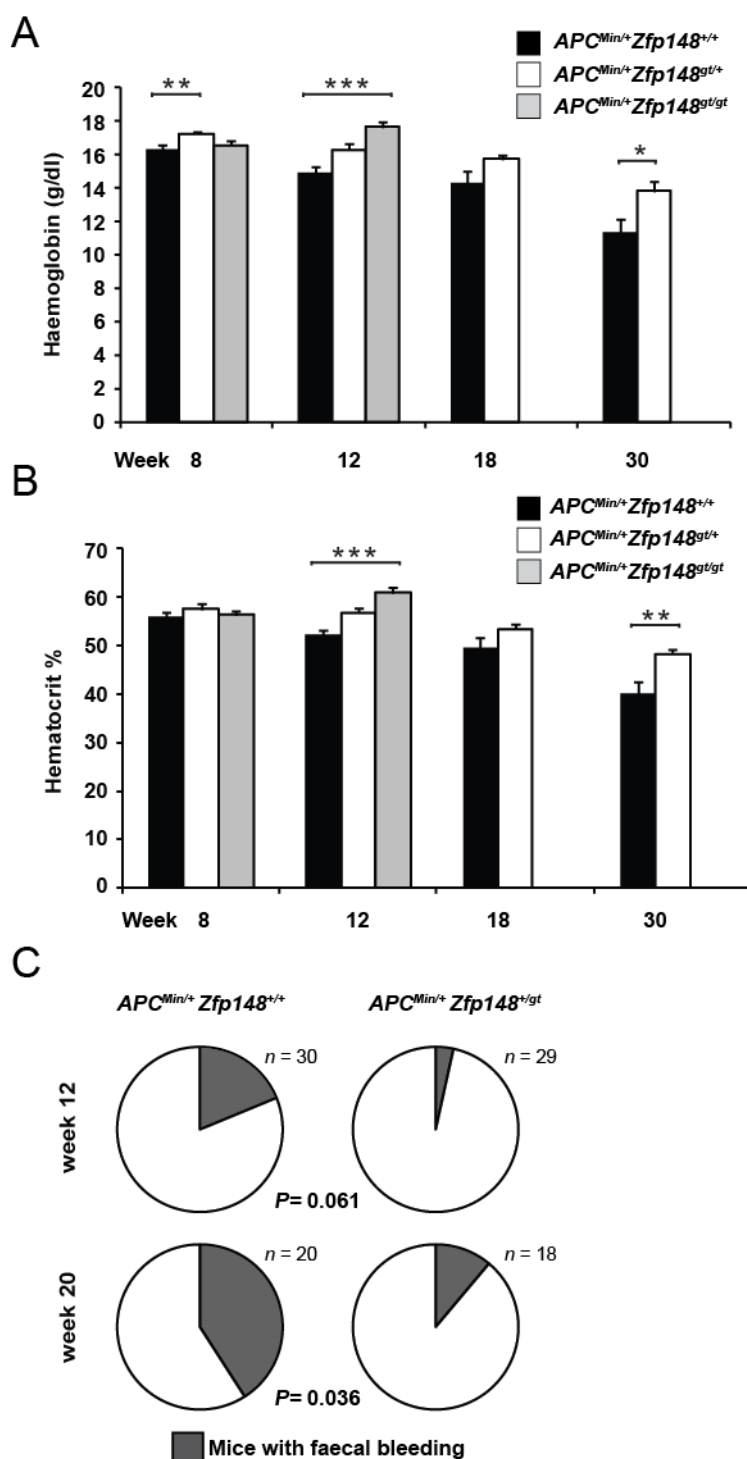

Supplementary Figure 1. (A–B) Levels of haemoglobin (A) and hematocrit (B) in blood

from $Apc^{Min/+}$, $Apc^{Min/+} Zfp148^{gt/+}$, and $Apc^{Min/+} Zfp148^{gt/gt}$ mice at 8, 12, 18 and 30 weeks of

age (n = 12). *Apc*^{Min/+}*Zfp148*^{gt/gt} mice were not included at 18 and 30 weeks. (C) Fraction of mice with faecal bleeding at 12 and 20 weeks of age (n = 18-30). Data are represented as mean $\pm$ SEM.

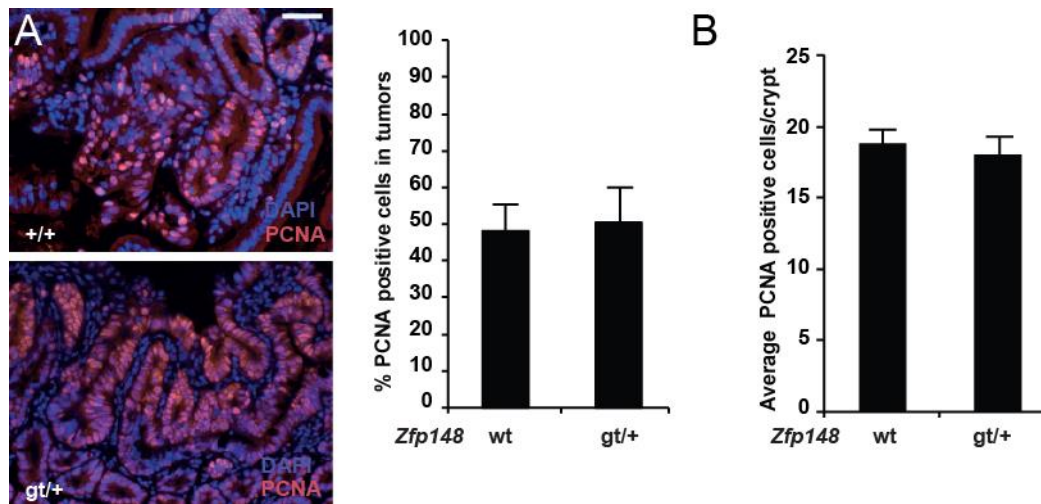

Supplementary Figure 2. (A) Left: Representative immunofluorescence micrographs showing PCNA-positive cells in tumor tissue in *Apc*^{Min/+} and *Apc*^{Min/+}*Zfp148*^{gt/+} mice. Right: Quantification of PCNA-positive cells in tumor tissue (PCNA-positive cells per tumor area). (B) Quantification of PCNA-positive cells in normal intestinal epithelium (average number of PCNA-positive cells per crypt). Data are represented as mean $\pm$ SEM. Scale bars, 50 μ m.

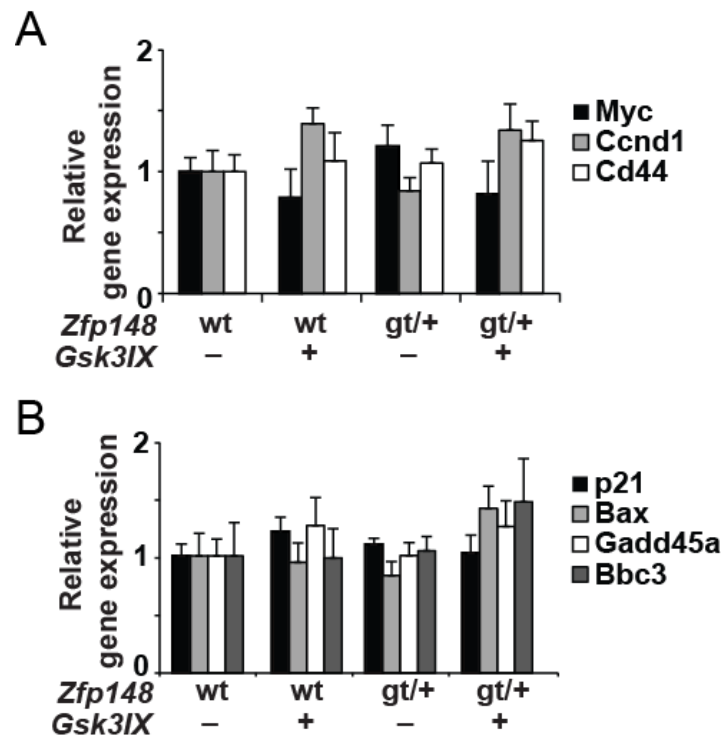

Supplementary Figure 3. (A-B) Taqman RT-PCR assessment of mRNA levels of three β -catenin target genes (A) and four p53-target genes (B) in small intestine explants that were dissected from $Apc^{Min/+}$ and $Apc^{Min/+}Zfp148^{gt/+}$ mice and treated with 2 μ M of the GSK3 β -inhibitor GSK3IX or DMSO. The explants in (A) were treated for 20 hours and those in (B) for 6 hours (n = 6).

How the deposited data were processed for this re-analysis (not part of the article)

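Crypt-enriched tissue, laser-microdissected from the proximal small intestine, was profiled in 6 *Zfp148 gt/+Apc Min/+* mice and 6 *Apc Min/+* controls on 1 Affymetrix Gene 2.0 ST array per mouse. Genotype and mouse number were taken from the sample labels, and every array was used. The labels name each mouse once, and where the methods speak of littermate controls they do not say which mice are littermates, so the mice were treated as independent and unpaired.

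The authors normalized the arrays in Affymetrix Expression Console by RMA and deposited values on what was read as a log2 scale, 1 value per transcript cluster and mouse. The submitters' processing notes name the same software and method; its version, the library files and the genome build are not given in the sources used here. The log base was inferred from the range of the values, 0.85 to 13.24, and fold changes printed as ratios rest on it. Array signal has no read depth, the precision is limited by the number of mice, and the median SD within a genotype was 0.243 on the log2 scale. Gene symbols came from the array annotation: of 33793 clusters, 23521 carried 1 symbol, 1814 several and 8458 no listed gene. The gene IDs of 23328 of the named clusters were found in a RefSeq gene table of GRCm38.p6 and 193 were not; that table served only for current names and for which genes lie near *Zfp148*. The named clusters cover 22180 genes, of which 1082 have more than 1 cluster; the cluster with the highest mean over all mice stood for the gene, and other clusters are given where they differ in direction.

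Differences between genotypes, *Zfp148 gt/+Apc Min/+* minus *Apc Min/+*, were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3 with Benjamini-Hochberg adjustment over all clusters, a threshold of 0.05 and 95% confidence intervals, as the methods name limma and this adjustment. No filter on dim clusters was applied, since the methods name none. Single values were also compared by exact permutation tests over every assignment of the 12 arrays into 6 and 6, two-sided. Gene lists were tested with the GSEA running-sum statistic (weight 1) on the signal-to-noise ratio, with the same assignments as permutations and Benjamini-Hochberg adjustment over the 28 lists tested, 1 of them the genes within 10 Mb of *Zfp148*. In that ratio the SD of a group was raised to a fixed share of the group's mean signal where it was smaller. At the median signal of all clusters this floor lies above the median SD within a genotype. Such genes were therefore ranked by their difference relative to signal level rather than to the spread between mice. Camera and fry of limma were run beside GSEA. The KEGG file used by the authors was not used here, and 31 lists written from textbook knowledge stand in for it: p53 targets, p53 signaling, β-catenin targets, Wnt signaling, the p53 and β-catenin targets of Figure 3, stem cells, cell cycle, apoptosis, the epithelial, stromal, immune and blood cell types, pancreas, Brunner gland, interferon response, stress, circadian clock, xenobiotic metabolism, focal adhesion, oxidative phosphorylation, cholesterol synthesis and sex-linked genes. Of 792 list entries 714 were measured. Under 80.0% of the genes were measured for the erythroid list (30.8%), the Figure 3 p53 and β-catenin targets (50.0% and 75.0%), cholesterol synthesis (76.0%) and pancreas (76.5%), and lists with under 5 measured genes were not tested by GSEA, camera or fry, only by the permutation test of their mean. No cluster carries *Bax*, T or *Trp53* as its 1 symbol, so these genes were not analysed here; *Gadd45a* was analysed only through a cluster it shares with *E230016M11Rik*. Tables were joined in Python 3.11.15 with pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

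The lists, the tests and the rule for named genes were set before the data were examined; the values of Figure 3 and Supplementary Table 1 had been seen by then. The rule takes *Zfp148* and the crypt genes of Figure 3, further genes of the p53 and β-catenin pathways (*Trp53*, *Mdm2*, *Ctnnb1*, *Apc*, *Axin2*, *Lgr5*, *Cdkn2a* and *Ppm1d*), the 10 genes per direction with the largest change among those that passed or, where fewer passed, those of smallest unadjusted p with an absolute log2 fold change of at least 0.3, and in each list the members that passed over all clusters or over the list alone, or else the 2 of smallest p. *Rps13*, *Defa21*, *St3gal4* and *Eif2s3y* fall outside that rule and were named after their values were seen. Alternatives set at the same time were centring each array on its median, quantile normalization once more, the brighter clusters only, eBayes with trend and robust, array weights, the mean of a gene's clusters, a block for mouse numbers 782 and 783, covariates for sex-linked, villus and stromal genes, each mouse left out in turn, the t-test of the methods, adjustment over the named clusters alone, the ratio of means on the linear scale, camera and fry, and other distances from *Zfp148*. The interquartile range of each array as a covariate, leaving out the 3 arrays of lowest correlation, and the permutation test of a list mean were chosen after seeing the data. In limma a covariate was fitted together with genotype. For GSEA it was regressed out of the signal without genotype before scoring, so a covariate that differs between the genotypes also takes out part of their difference.

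The procedures were tested on simulated data. On 33793 simulated clusters in 6 and 6 arrays with 50 changed clusters per size, limma recovered 12 at a log2 difference of 0.5, 39 at 1, 43 at 1.5 and 48 at 2, with 6 false calls. All sizes were changed in the same simulated set, and the noise was independent between clusters. The rates therefore do not give the chance of a call on the real arrays, where *Zfp148* at -0.88 had a limma adjusted p of 0.676. In 10 regroupings of the arrays with the members of a list shifted in 1 group, GSEA reached an unadjusted permutation p under 0.05 for p53 targets in 5 regroupings at a log2 shift of 0.1, 8 at 0.2 and 10 at 0.3, for p53 signaling and for Wnt signaling in 5, 10 and 10, and for β-catenin targets in 2, 6 and 9, against 0 without a shift.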

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

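The values below were searched for by a test chosen before any result was seen, and none was chosen after: in each genotype, the highest or lowest of the 6 mice was taken when its gap to the next exceeded Dixon's 95% limit for 6 samples. Of 234 groups of a named gene or list mean, 24 met it, where chance gives about 1 in 20, or 11.7; by mouse they were 5 in mouse 892, 4 each in 891 and 893, 3 in 888, 2 each in 783 and 911 and 1 each in 782, 885, 897 and 899. The arrays of mice 891, 892 and 893 also had the lowest correlations with the others, and no explanation was tested for single mice.

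Among the *Zfp148 gt/+Apc Min/+* mice, *Myc* was at 7.19 in mouse 893 and 6.81 to 6.89 in the other 5. *Apc* was at 6.36 in mouse 783 and 4.78 to 5.29 in the others, and *Lgr5* at 7.09 in mouse 892 and 6.12 to 6.42 in the others. The enzyme gene *Usp31* was at 3.17 in mouse 897 (others 2.63 to 2.79) and *Nhlrc1* at 4.02 in mouse 911 (others 4.51 to 4.78). The defensin gene *Defa22* was at 3.04 in mouse 893 and 13.07 to 13.22 in the others, and the mean over the Paneth cell list at 8.79 in the same mouse and 9.88 to 10.38 in the others. The hormone gene *Ghrl* was at 7.83 in mouse 911 (others 6.16 to 6.69), *Ets1* at 5.52 in mouse 893 (others 4.66 to 4.98), *Itgax* at 1.95 in mouse 783 (others 2.63 to 2.95) and *H2-Eb1* at 7.56 in mouse 891 (others 7.95 to 8.10). *Cpb1* was at 2.40 in mouse 892 (others 1.74 to 1.91), *Ier2* at 4.13 in mouse 891 (others 5.04 to 5.44), *Cox6b1* at 10.18 in mouse 892 (others 10.49 to 10.67) and *Ndufa2* at 9.33 in mouse 892 (others 9.56 to 9.69). The mean over p53 signaling members was 5.24 in mouse 891 (others 5.38 to 5.42), over stem cell markers 6.71 in mouse 892 (others 6.25 to 6.42) and over stress genes 5.56 in mouse 891 (others 5.01 to 5.18).

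Among the *Apc Min/+* controls, *Polk* was at 3.75 in mouse 888 (others 4.41 to 4.62) and *Slc2a2* at 1.99 in the same mouse (others 2.24 to 2.33). The mean over interferon-induced genes was 5.13 in mouse 888 and 3.53 to 4.00 in the others. *Maob* was at 5.67 in mouse 782 (others 4.30 to 4.77), *Parva* at 7.31 in mouse 899 (others 7.61 to 7.70) and the mean over cholesterol synthesis genes at 6.16 in mouse 885 (others 6.48 to 6.64).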

How the results depend on the processing

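The interquartile range covariate, leaving out the 3 arrays of lowest correlation (mice 891, 892 and 893) and the permutation test of list means were chosen after seeing the data; all other alternatives were set before. Over 121 results and 2879 comparisons, 2783 kept direction and side of the threshold, 90 changed sign, 2 passed only in the alternative, 0 were lost and 4 counts moved by over 1.5 times; no result that changed sign had passed its test, and the cause was not tested for any of them. *Zfp148* stayed lower in *Zfp148 gt/+Apc Min/+* mice under each alternative, at -0.99 to -0.71, and -0.98 to -0.77 with 1 mouse left out; it passed adjustment under none of them, and passed without adjustment by the t-test of the methods, at -0.88, and by limma. The count of changed clusters, 0 by limma (2284 unadjusted), stayed 0 in the other alternatives and was 2263 in the unadjusted t-test (0 adjusted), 1 without the 3 arrays and 0 to 1 with 1 mouse left out (1 without control 885); with 1 mouse left out the unadjusted limma count ranged from 1892 without mouse 782 to 2781 without mouse 911, and it was 1698 without the 3 arrays, 1079 of 16896 brighter clusters and 1295 with the interquartile range covariate. *Olfr467* passed without mouse 885, at 1.20. GSEA called 0 of 28 lists (3 unadjusted), as did camera with an estimated correlation and fry (5 unadjusted each, and 2 by the mixed test), and camera with a preset correlation called 9. The ratio of linear means has no test and turned no direction for *Zfp148*, at a log2 value of -0.87, or for the other measured genes of Figure 3; *Axin2*, higher on the log2 scale, was at 0.999 of the control on the linear one. With each array centred on its median the unadjusted clusters divided into 697 higher and 1504 lower, against 1312 and 972, and over the brighter clusters into 337 and 742.

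With each array centred on its median, *Apc* turned to -0.019, *Axin2* to -0.037, and the scores of B cells to -0.634 and of genes near *Zfp148* to -0.958. Quantile normalization turned cell cycle to 1.18, stem cells to 0.497, oxidative phosphorylation to 0.859 and genes near *Zfp148* to -0.882. Over the brighter clusters the scores were 0.867 for cell cycle, 0.894 for oxidative phosphorylation, 0.464 for β-catenin targets and -1.14 for genes near *Zfp148*. Array weights gave *Axin2* -0.015, *Xist* -0.34 and oxidative phosphorylation 0.640, and the mean of a gene's clusters gave *Axin2* -0.12 and cell cycle 0.737. The sex-linked and villus covariates turned oxidative phosphorylation to 0.711 and 0.677, and genes within 5 Mb of *Zfp148* scored -0.883. The stromal covariate, itself the mean of the smooth muscle and fibroblast lists, turned *Cd44* to 0.049, *Lgr5* to 0.054 and *Lmod1* to 0.0063, and the scores of B cells to -0.597, circadian clock to 0.524, endothelium to 0.378, fibroblasts to 1.03, stress to -0.591, stem cells to 1.12, smooth muscle to 0.979, tuft cells to 0.706, β-catenin targets to 1.17 and genes near *Zfp148* to -0.872. The interquartile range covariate turned *Axin2* to -0.13, *Cdkn1a* to 0.27, *Kdm5d* to 0.96, *Rbp2* to 0.31 and *Xist* to -1.71, and the scores of Brunner gland to -0.722, cell cycle to 0.709, cholesterol synthesis to 0.776, endothelium to 0.732, stem cells to 0.704, oxidative phosphorylation to 1.32, pancreas to -0.751, villus enterocytes to 0.875, xenobiotic metabolism to 1.03 and p53 signaling to 0.735. Without the 3 arrays *Axin2* was -0.11, *Cdkn2a* -0.091, *Kdm5d* 0.40, *Xist* -2.02, B cells -0.376, cell cycle 1.06, cholesterol synthesis 0.752, stress -0.726 and oxidative phosphorylation 1.09.

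With 1 mouse left out, results that changed sign ranged from -0.19 to 0.12 for *Apc*, -0.074 to 0.087 for *Axin2*, -0.26 to 0.0054 for *Cd44*, -0.60 to 0.0094 for *Kdm5d* and -0.62 to 1.36 for *Xist*, and the scores from -0.992 to 0.856 for B cells, -1.19 to 0.934 for cell cycle, -0.958 to 1.13 for stress, -0.959 to 0.541 for stem cells, -0.874 to 0.944 for oxidative phosphorylation, -1.06 to 0.686 for villus enterocytes, -1.15 to 0.643 for β-catenin targets and -0.893 to 1.06 for genes near *Zfp148*. The sign changed without control 782 for oxidative phosphorylation, villus enterocytes and *Xist*, without 885 for *Cd44*, B cells, stress, stem cells and *Xist*, without 888 for *Axin2*, *Kdm5d*, *Xist*, cell cycle, stress and oxidative phosphorylation, without 889 for *Apc* and *Xist*, without 895 for *Axin2* and B cells and without 899 for B cells. Among *Zfp148 gt/+Apc Min/+* mice it changed without 783 for *Apc* and genes near *Zfp148*, without 891 for stress and β-catenin targets, without 892 for *Axin2*, *Kdm5d*, *Xist* and oxidative phosphorylation, without 893 for *Axin2*, *Xist*, B cells, cell cycle and oxidative phosphorylation, and without 911 for B cells. The eBayes options do not enter the signal-to-noise ratio and were not run for the list scores. Scores given with a covariate come from signal with the covariate regressed out without genotype, so they are not adjusted in the way the limma fold changes are. No paired analysis was possible because each mouse number occurs once and neither the labels nor the paper pair the mice. Dim clusters limit the array: of the clusters under the median signal, 905 were higher and 114 lower at an unadjusted p under 0.05, against 407 and 858 of the brighter ones.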

Differences from the paper's values

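The interquartile range covariate named here was chosen after seeing the data; the other settings were set before. Of the 7 bars of Fig. 3 that could be measured here, none met the rule for a difference. It asked for a gap above the SD of the *Zfp148 gt/+Apc Min/+* mice here, relative to the control mean, together with a ratio over 1.5. A change of direction near the control level can fall short of this rule. The paper's bars, read by eye, are about 0.54 of the control for *Zfp148*, about 0.84 for *Myc*, about 0.88 for *Ccnd1* and about 0.90 for *Cd44* in Fig. 3B, and the values here were 0.542, 0.855, 0.878 and 0.90. The bar of *Gadd45a*, read by eye, is about 0.63 in Fig. 3C, and the cluster it shares with *E230016M11Rik* was at 0.594. As ratios of means on the linear scale, an alternative set before the data were examined, *Zfp148* was at 0.545, *Myc* at 0.839, *Ccnd1* at 0.879, *Cd44* at 0.891, *Cdkn1a* at 0.822, *Bbc3* at 1.04 and the shared cluster at 0.607.

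The direction differed for the other p53 targets. *Cdkn1a* is drawn higher in *Zfp148 gt/+Apc Min/+* mice, at about 1.1 of the control in Fig. 3C, read by eye, and was at 0.801 here, lower under each alternative set before the data were examined and at 0.723 without *Zfp148 gt/+Apc Min/+* mouse 911; with the interquartile range covariate its log2 fold change was 0.27. *Bbc3* is drawn lower, at about 0.91 in Fig. 3C, read by eye, and was at 1.05 here, higher under each alternative that measured it. Its signal is dim, with a control mean of 2.54 against a median of 2.71 over all clusters. The alternative with brighter clusters only therefore did not measure it. The 95% confidence intervals here, 0.570 to 1.12 for *Cdkn1a* and 0.874 to 1.25 for *Bbc3*, hold both directions.

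Figure 3 marks *Zfp148* and *Gadd45a* as significantly lower in *Zfp148 gt/+Apc Min/+* mice, while limma's adjusted p was 0.676 for *Zfp148* and 0.705 for the shared cluster. Without adjustment both were called by limma and by the t-test named in the statistics section, and exact permutation tests gave p = 0.0022 and 0.0108; the methods name an adjustment for the arrays, and the legend names no test for these bars. The legend of Figure 3 assigns the p53 targets to panel B and the β-catenin targets to panel C, and the picture shows them the other way around.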

Other observations

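The tests of the second transcript in the *Gadd45a* cluster and of the receptor genes, and the search for genes at separate levels, were chosen after the results were seen; the split test of the unadjusted count was added once both counts were known, before any split was drawn, and the tests of the other count and of stress and villus genes were set before. The test of genes near *Zfp148* that was set before could not be run, and the one given in its place was chosen once it was known that no gene had passed.

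Some genes were not graded between the mice but stood at separate levels, with a gap of at least 3 log2 units, at least 2 mice on each side, and this held for 6 named genes. The α-defensin genes *Defa22* and *Defa21*, antimicrobial products of Paneth cells, were at 13.07 to 13.22 and 12.96 to 13.09 in 7 mice, 5 *Zfp148 gt/+Apc Min/+* and 2 *Apc Min/+*, and at 3.04 to 7.76 and 3.61 to 7.80 in the other 5, 1 *Zfp148 gt/+Apc Min/+* and 4 *Apc Min/+* (Fisher's exact test, p = 0.242). Both were high in control mice 889 and 899 and in *Zfp148 gt/+Apc Min/+* mice 783, 891, 892, 897 and 911. The ribosomal protein gene *Rps13* was at 9.31 to 9.69 in *Zfp148 gt/+Apc Min/+* mice 783, 897 and 911 and at 3.66 to 4.31 in the other 9 mice (Fisher's exact test, p = 0.182), and the sialyltransferase gene *St3gal4* was at 7.59 to 9.28 in 8 mice, 5 *Zfp148 gt/+Apc Min/+* and 3 *Apc Min/+*, and at 2.78 to 3.97 in the others (Fisher's exact test, p = 0.545). *Xist* was at 9.01 to 9.59 in control mice 895 and 899 and *Zfp148 gt/+Apc Min/+* mice 892 and 893 and at 1.78 to 2.46 in the others, and the Y-linked *Eif2s3y* was low, at 2.22 to 2.65, in those 4 mice and 6.65 to 7.23 in the rest. The mice were kept on a mixed genetic background; alleles of the mice were not analysed here, and no explanation of these levels was tested.

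The count of changed clusters was set against 100 of the 462 splits of the 12 mice into 6 and 6. The real split gave 0 clusters at a limma adjusted p under 0.05 and the highest other split 2, and since no count is below 0, 100 of 100 splits gave as many by construction, so this comparison says nothing about chance. At an unadjusted p under 0.05 the real split gave 2284 clusters and the highest other split 3194, with a median of 1547. With the real one included, 3 of 100 splits gave as many, a share under 0.05. Chance is argued against for that count but not excluded, since the test was added once the count was known. Neither genotype nor a technical difference between the groups is excluded. No splits were drawn for the alternatives. In these the count was 1892 without control mouse 782 and 1898 after quantile normalization once more. It was 1295 with the interquartile range covariate, below the 1690 that are the average expected by chance.

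Odorant and vomeronasal receptor genes, which encode receptors of smell and pheromones, were higher in *Zfp148 gt/+Apc Min/+* mice as a class: of 1390 genes, 1003 were higher and 387 lower, with a median log2 fold change of 0.07 (0.03 with 811 higher with centred arrays, and 0.02 with 793 higher after quantile normalization once more). Their mean signal was 1.93 ± 0.04 (SD, n = 6) against 1.85 ± 0.04 (SD, n = 6; exact permutation test, p = 0.0152), and 94.6% of them lie below the median signal of all clusters. A candidate technical explanation is the narrower signal range on the *Zfp148 gt/+Apc Min/+* arrays: with the interquartile range over the other clusters as a covariate, the median fell to 0.0029, as that explanation predicts. An effect of genotype on these genes as a class cannot be told apart from it: their median lay at the 100th percentile of 10000 random lists matched on signal, whose medians had a median of 0.0556 and a 95th percentile of 0.0621, but the class was picked because some of its genes stood among those of smallest p, so this does not count for such an effect. Neither explanation is excluded, because the range itself differs between the genotypes.

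The cluster shared by *Gadd45a* and *E230016M11Rik* was lower in *Zfp148 gt/+Apc Min/+* mice, at a log2 fold change of -0.75 (standard error 0.20), without passing adjustment, and at -0.42 with stromal genes as a covariate, whose part in it was not tested further. Handling stress that differs between the genotypes and villus tissue in the captured crypts are argued against only as far as the means of their lists measure them. With the mean of the stress list as a covariate the shared cluster was at -0.76 (standard error 0.20), and with that of the villus list also at -0.76 (standard error 0.21). These means differed little between *Zfp148 gt/+Apc Min/+* mice and controls, at 5.17 and 5.19 for stress and 6.02 and 6.10 for villus. Either covariate could therefore move the value little. A share of the signal from *E230016M11Rik* could not be told apart: the cluster that carries it alone was at -0.11 (standard error 0.17), but at a signal of 2.81, near the median of all clusters, and the rule that a value there decides nothing was chosen after it had been seen. An effect of *Zfp148* on *Gadd45a* is among the explanations left open, as a hypothesis found on the same data.

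Of the 160 genes within 10 Mb of *Zfp148*, 12 (7.50%) had an unadjusted p under 0.05 in limma, against 32 of 542 (5.90%) on the rest of the chromosome (Fisher's exact test, one-sided, p = 0.286); within 5 Mb they were 6 of 121 (p = 0.802) and within 20 Mb 27 of 377 (p = 0.185). The planned test of strain alleles around the gene trap is another one, which needs genes that passed adjustment; 0 passed (limma; 2284 clusters unadjusted), so it could not be run, and strain alleles are left open.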
